# Haploinsufficiency of Akt1 Prolongs the Lifespan of Mice

**DOI:** 10.1371/journal.pone.0069178

**Published:** 2013-07-30

**Authors:** Aika Nojima, Masakatsu Yamashita, Yohko Yoshida, Ippei Shimizu, Harumi Ichimiya, Naomi Kamimura, Yoshio Kobayashi, Shigeo Ohta, Naoaki Ishii, Tohru Minamino

## Abstract

There is increasing evidence that nutrient-sensing machinery is critically involved in the regulation of aging. The insulin/insulin-like growth factor-1 signaling pathway is the best-characterized pathway with an influence on longevity in a variety of organisms, ranging from yeast to rodents. Reduced expression of the receptor for this pathway has been reported to prolong the lifespan; however, the underlying mechanisms are largely unknown. Here we show that haploinsufficiency of *Akt1* leads to an increase of the lifespan in mice. *Akt1* ^+/–^ mice had a lower body weight than their littermates with less fat mass and normal glucose metabolism. Ribosomal biogenesis and the mitochondrial DNA content were significantly reduced in these mice, along with a decrease of oxidative stress. Consistent with the results obtained in mice, inhibition of Akt-1 promoted longevity in nematodes (*Caenorhabditis elegans*), whereas activation of Akt-1 shortened the lifespan. Inhibition of Akt-1 led to a decrease of ribosomal gene expression and the mitochondrial DNA content in both human cells and nematodes. Moreover, deletion of ribosomal gene expression resulted in a decrease of the mitochondrial DNA content and normalized the lifespan shortened by Akt-1 activation in nematodes. These results suggest that an increase of mitochondrial amount and energy expenditure associated with enhanced protein synthesis accelerates both aging and the onset of age-associated diseases.

## Introduction

Endocrine signaling was first linked to longevity when it was shown that mutations of *daf-2*, a homologue of the mammalian insulin/insulin-like growth factor-1 (IGF-1) receptor [1], dramatically prolonged the lifespan of the nematode *Caenorhabditis elegans* [2]. Genetic analysis subsequently demonstrated that reduction-of-function mutations affecting various genes in the insulin/IGF-1/phosphatidylinositol-3 kinase (PI3K)/Akt signaling pathway prolonged the lifespan of *C. elegans* [2]–[9]. Inhibiting this pathway confers longevity through changes in the expression of genes regulated by transcription factors such as the forkhead transcription factor DAF-16, the heat-shock transcription factor HSF-1, and the xenobiotic factor SKN-1 [10]. It has also been reported that the genes regulating longevity are conserved in a wide range of organisms ranging from yeast to mice. Mutation of *Sch9*, which is homologous with *Akt*, extends the lifespan of yeast [11], while mutations that decrease the activity of insulin/IGF-1 pathway improve the longevity of fruit flies [12] and mice [13], [14].

Target of rapamycin (TOR) is an evolutionarily conserved nutrient-sensing protein kinase that regulates growth and metabolism in all eukaryotic cells [15]. Studies performed in worms, flies, yeast, and mice support the notion that the TOR signaling network modulates aging [15]–[19]. Like inhibition of the insulin/IGF-1 pathway, inhibition of TOR increases resistance to environmental stress and requires transcriptional changes in order to extend the lifespan of yeast and worms [10], [20], [21]. In response to the intake of nutrients, TOR up-regulates translation activity, partly by activating the ribosomal subunit S6 kinase and inhibiting 4E-BP, which is a translation inhibitor. When nutrient levels and TOR activity are decreased, translation activity also declines. This appears to have a positive impact on the lifespan, since inhibition of S6 kinase improves longevity in yeast, nematodes, flies, and mice [10], [15], [22]. In *C. elegans*, DAF-16 plays an essential role in longevity related to inhibition of the insulin/IGF-1 pathway [23], [24], while inhibition of TOR extends the lifespan independently of DAF-16 [17], [25]. In mammals, however, the role of TOR in longevity related to inhibition of the insulin/IGF-1 pathway is largely unknown.

Here we studied *Akt1* ^+/–^ mice and found that their lifespan was significantly longer than that of littermates controls. We then sought to elucidate the mechanisms related to the increased longevity of these mice. *Akt1* ^+/–^ mice showed a decrease of TOR signaling, but phosphorylation of the forkhead transcription factors (FOXO) was not down-regulated. Gene ontology analysis suggested a crucial role of the suppression of translation and mitochondrial activity in promoting the longevity of *Akt1* ^+/–^ mice, suggesting that the TOR pathway is critically involved in prolonging the lifespan of mammals by inhibiting the insulin/IGF-1 pathway.

## Materials and Methods

### Animal Models

All experiments using live mice were performed in strict accordance with the guidelines of the American Association for Accreditation of Laboratory Animal Care, and the study protocol was approved by Chiba University Institutional Animal Care and Use Committee. *Akt1*-deficient mice (*Akt1* ^+/–^) were a kind gift from Dr. Morris J. Birnbaum (University of Pennsylvania School of Medicine, Philadelphia, PA). Generation and genotyping of *Akt1*-deficient mice have been described previously [26]. Heterozygous mice were backcrossed with wild-type C57BL/6 mice (SLC, Japan) for 6 generations. All mice were maintained under specific-pathogen-free conditions, and their lifespan was monitored by experienced technicians at Sankyo Laboratory Service (n = 101 for wild-type male mice, n = 103 for *Akt1* ^+/–^ male mice, n = 79 for wild-type female mice, n = 80 for *Akt1* ^+/–^ female mice). Survival curves were plotted by the Kaplan–Meier method, and differences between groups were evaluated by the log-rank test. The maximum lifespan was calculated as the average for the oldest 20% of the mice within each group [27]. For evaluation of the incidence of malignancy, 2-year-old mice were subjected to histopathologic examination by an experienced pathologist (Narabyouri Research Co., Ltd., Japan).

### Cell Culture and Retroviral Infection

Because it was very difficult to expand primary cultures of hepatocytes for infection, we utilized human endothelial cells that are highly proliferative. Human umbilical vein endothelial cells were purchased from Lonza (Walkersville, MD), and cultured according to the manufacturer’s instructions. We created a pLNCX (Clontech, Palo Alto, CA)-based vector expressing a dominant-negative form of AKT1 (AKTDN). Retroviral stocks were generated by transient transfection of a packaging cell line (293T, Clontech) and were stored at −80°C until use. Human endothelial cells (passages 4–6) were plated at 5×10^5^ cells in 100 mm diameter dishes at 24 hours before infection. Then the culture medium was replaced by retroviral stock supplemented with 8 mg/ml polybrene (Sigma, Tokyo, Japan) for infection. After 48 hours, infected cell populations were selected by culture in 500 mg/ml G418 for 7 days. On the 8th day post-infection, 1–3×10^5^ infected cells were seeded onto 100 mm diameter dishes. Oxygen consumption rates of cell cultures were determined with a 96-well BD Oxygen Biosensor System plate (BD Biosciences, San Jose, CA).

### Physiological Analysis

We housed mice individually to monitor their body weight and food intake. Adiposity was examined by CT scanning (LaTheta, Aloka) according to the manufacturer’s protocol. We obtained CT scans at 2 mm intervals from the diaphragm to the floor of the pelvic cavity. Oxygen consumption was measured in 8-week-old and 40-week-old mice with an O_2_/CO_2_ metabolic measurement system (Model MK-5000, Muromachikikai), as described previously [28]. Measurement of core body temperature and activity were performed as described previously [29].

### Laboratory Tests

For the intraperitoneal glucose tolerance test (IGTT), mice were starved for 6 hours and were given glucose intraperitoneally at a dose of 2 g kg^–1^ (body weight) in the early afternoon. For the insulin tolerance test, mice were given human insulin intraperitoneally (1 U kg^–1^ body weight) at 1: 00 pm without starvation. Tail vein blood was collected at 0, 15, 30, 60, and 120 minutes after administration and blood glucose levels were measured with a glucose analyzer (Roche Diagnostics). Plasma insulin levels were measured by immunoassay (Morinaga, Japan). Urinary 8-isoprostane was measured by a competitive assay (Japan Institute for the Control of Aging, Tokyo, Japan). Plasma levels of cholesterol, triglycerides, and free fatty acids were measured with commercial kits (Wako, Japan).

### Western Blot Analysis

Whole cell lysates were prepared in lysis buffer (10 mM Tris/HCl, pH 8, 140 mM NaCl, 5 mM EDTA, 0.025% NaN_3_, 1% Triton X-100, 1% deoxycholate, 0.1% SDS, 1 mM PMSF, 5 μg/ml leupeptin, 2 μg/ml aprotinin, 50 mM NaF, and 1 mM Na_2_VO_3_). Then the lysates (40–50 μg) were resolved by SDS-PAGE and proteins were transferred to a PVDF membrane (Millipore). The membrane was incubated with the primary antibody, followed by incubation with anti-rabbit or anti-mouse immunoglobulin-G conjugated with horseradish peroxidase (Jackson), and target proteins were detected by enhanced chemiluminescence (Amersham). The primary antibodies used for Western blotting were as follows: anti-phospho-mTOR (Ser2448) antibody (Cell Signaling Technology, #2971S), anti-phospho-p70 S6 kinase (Ser371) antibody (Cell Signaling Technology, #9208), anti-mTOR antibody (Cell Signaling Technology, #2983), anti-p70 S6 kinase antibody (Santa Cruz, sc-230), anti-phospho-FoxO3a antibody (Upstate), anti-FoxO3a antibody (Upstate).

### RNA Analysis

Total RNA was isolated from the livers of mice and from cultured cells with an RNeasy lipid tissue mini kit (Qiagen). For isolation of total RNA from C. elegans, an RNeasy MinElute Cleanup kit (Qiagen) was used. Real-time PCR was performed with a Light Cycler (Roche), the Taqman Universal Probe Library, and the Light Cycler Master (Roche) according to the manufacturer’s instructions. Pre-rRNA levels were evaluated by using specific primers for the external transcribed spacer, as described previously [30]. The copy number of mitochondrial DNA was assessed by quantification of a unique mitochondrial DNA fragment relative to a single copy region of the nuclear gene Tfrc (transferrin receptor) using real-time PCR [31].

### Histological Analysis

Liver tissue samples were harvested and fixed in 10% formalin overnight, followed by embedding in paraffin and sectioning. Then the sections were subjected to HE staining or to immunohistochemistry with anti-4-hydroxy-2-nonenal antibody (Abcam).

### Microarray Analysis

The hepatic gene profile of wild-type and *Akt1* ^+/–^ mice was analyzed at 8 weeks and 40 weeks of age by using Agilent Whole Mouse 44K Arrays (n = 3 per group). The raw data were subjected to log2 transformation and normalized by using the GeneSpring GX v7.3.1 (Agilent Technologies). 

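The liver was measured on 14 arrays in 4 groups, with 3 arrays per genotype at 8 weeks and 4 per genotype at 40 weeks. Genes were tested with limma where a probe was well above background on at least 3 arrays of at least 1 group, which held for 17561 genes. The values were log2 intensities relative to each array's 75th percentile, with 1 mean per group. The methods' threshold of an unadjusted p value below 0.01 was passed by 2067 genes for genotype averaged over both ages, against 176 by chance. Of these, 909 were lower and 1158 higher in *Akt1*+/- mice. After Benjamini-Hochberg adjustment, 1082 genes remained below 0.05 for genotype (438 lower and 644 higher), 6146 for age and 101 for the interaction of genotype and age. The interaction count was 18 by the methods' two-way test. Over the alternatives it ranged from 11 with the replicate number as a block to 381 in 1 fit over all 42 arrays. The genotype count fell to 240 genes with the slide as a random block, its largest change as a ratio, and to 360 without the filter on dim probes. Scaling each array to its median in place of its 75th percentile raised it to 2933. That scaling shifted all liver genes in *Akt1*+/- mice by −0.09 log2 units at 8 weeks and −0.16 at 40 weeks, and the share of called genes that were higher fell from 59.5 to 16.5%. The genotypes shared no slide in liver at either age, so that slide and genotype cannot be told apart.

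The largest increases past the adjusted threshold with the same direction at both ages were those of *Adra2a*, with a log2 fold change of 2.82 (standard error 0.45, adjusted p = 0.0105, limma), the probe NAP121186-002 (2.68), *Mab21l4* (2.34), *Cidec* (2.00) and *Pkp1* (1.79). At 8 weeks, the probes of NAP121186-002 and *Mab21l4* were well above background on 0 of 3 wild-type arrays, and their levels were at least 1.56-fold and at least 1.95-fold higher in *Akt1*+/- mice. Their log2 fold changes, and so their ranks, thus rest in part on signal at background. The largest decreases were those of *Fam107a*, with a log2 fold change of −2.47 (standard error 0.57, adjusted p = 0.0292, limma), *Sult2a7* (−2.27), the transcript TC1682954 (−1.71), *Hamp2* (−1.67) and *Sult1e1* (−1.58). With normexp background correction and quantile normalization, the log2 fold changes were 0.36 for NAP121186-002, 0.25 for *Mab21l4*, 0.46 for *Pkp1*, −0.96 for *Fam107a* and −0.95 for *Sult1e1*, against 2.00 for *Adra2a*. The adjusted p values of *Mab21l4* and *Pkp1* rose to 0.107 and 0.0633 with the same setting, and those of *Cidec*, *Fam107a* and TC1682954 to 0.0638, 0.0611 and 0.081 without the filter on dim probes.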

Differentially expressed genes (p<0.01) were determined by two-way ANOVA using two parameters, which were the genetic background (Wild-type or *Akt1* ^+/–^) and the age (8 weeks or 40 weeks). Gene ontology analysis was performed based on each category of two-way ANOVA. 

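The gene ontology annotation behind these categories was not used here, and 3 gene sets defined by gene symbol and by the array's gene descriptions before the measurements were examined stood in for the terms ribosome, mitochondrion and proton-transporting ATPase complex. The ribosome set held 162 genes tested in the liver, 84 for cytosolic and 78 for mitochondrial ribosomal proteins. The mitochondrion set held 346, of which 258 had a description that names the mitochondrion. The proton ATPase set held 35, for subunits of the mitochondrial and vacuolar enzymes. The members of each set at an unadjusted p value below 0.01 were counted separately for lower and higher genes. They were compared with all other tested genes by a one-sided Fisher's exact test, which treats genes as independent.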

Gene expression data were deposited in the Gene Expression Omnibus database (GSE39699).

### Analysis of Mitochondria

Isolation of mitochondria was performed as described previously [32]. In brief, mice were sacrificed by decapitation and their livers were harvested immediately, washed in ice-cold isolation buffer (225 mM mannitol, 75 mM sucrose, 5 mM HEPES, 1 mM EGTA), and minced with a razor blade. Then the tissue was homogenized with a motorized Teflon/glass homogenizer, the homogenate was centrifuged for 5 minutes at 500 × g at 4°C, and the supernatant was collected and re-centrifuged for 5 minutes at 500 × g. The resulting supernatant was then centrifuged for 10 minutes at 8000 × g at 4°C, and the pellet was suspended in isolation buffer. Unless otherwise indicated, all procedures were performed on ice. Protein concentrations were determined by the BCA protein assay (Pierce). Oxygen consumption was measured with an Oxygen Meter (Model 781) and a Mitocell MT200 closed respiration chamber (Strathkelvin Instruments, North Lanarkshire, UK) at 37°C with continuous stirring in respiration buffer (125 mM KCl, 1 mM K_2_HPO_4_, 5 mM MgCl_2_, 25 mM HEPES, 0.2 mM EGTA, and 20 mM mannitol). Mitochondria, pyruvate, and malate (2.5 mM each), 500 nM rotenone, and 5 mM succinate were added sequentially to the buffer. Oxygen consumption by complex I was defined as the rotenone-sensitive component of oxygen consumption in the presence of pyruvate plus malate. Oxygen consumption by complex II was defined as consumption after the addition of succinate minus consumption.

### Isolation of Hepatocytes

Hepatocytes were isolated as described previously [33], [34]. In brief, 40 week-old mice were anesthetized and the abdominal cavity was opened. A 23G needle was introduced into the portal vein, and perfusion was started with Hepatocyte Liver Perfusion Medium (1×) (Gibco) after proximal ligation of the inferior vena cava and transection of it distally. Perfusion was continued until the liver became pale, after which Hepatocyte Liver Perfusion Medium was changed to Hepatocyte Liver Digest Medium (1×) (Gibco). Perfusion with the Digest Medium was continued until the liver became soft. Subsequently, the perfused liver was transferred to a Petri dish containing 10 ml of Hepatocyte Liver Perfusion Medium and hepatocytes were isolated in this medium. For evaluation of the mitochondrial membrane potential, hepatocytes were incubated with William’s medium (1×) (Gibco) containing 100 nM tetramethyl rhodamine methyl ester (Invitrogen) for 40 minutes [35]. For evaluation of the cellular ROS content, hepatocytes were incubated with 5 μM 2,7-dichlorodihydrofluorescein diacetate (Invitrogen) for 60 minutes [36]. Cells were washed 3 times with PBS containing 1% FCS, and then subjected to FACS analysis.

### C. Elegans Culture

*C. elegans* strains were cultured and synchronized as described previously [37]. All strains were maintained at 22°C. The lifespan was investigated as described previously [38], using the L1 period as t = 0 for lifespan analysis. We examined 80–100 nematodes for each condition and performed daily observation. All lifespan analyses were conducted at least twice. RNAi bacterial strains were purchased from the Ahringer library (Source BioScience UK Limited) and the Fire library (Open Biosystems), and were cultured and utilized as described previously [37], [39]. Nematodes at the L4 stage were transferred to RNAi bacterial plates in the presence of 1 mM isopropyl β-D-thiogalactopyranoside (IPTG) and 25 mg/ml carbenicillin, with 5-fluoro-20-deoxyuridine (FUdR, 0.5 mg/ml) being added to prevent the production of progeny. Control nematodes were incubated on plates containing bacteria with the empty RNAi vector. All steps were carried out at 22°C.

## Results

### Haploinsufficiency of *Akt1* Prolongs the Lifespan of Mice

To investigate the role of the insulin/IGF1 pathway in regulation of the lifespan, we examined the effect of haploinsufficiency of *Akt1*, a gene encoding a key kinase in the insulin/IGF1 signaling pathway, on the lifespan of mice. We utilized *Akt1* ^+/–^ mice because *Akt1* ^–/–^ mice show pathological features such as an increase of apoptosis in various tissues [40], [41]. We found that the level of phospho-Akt1 increased with age in wild-type mice, while this increase was attenuated in *Akt1* ^+/–^ mice (Fig. S1). We compared *Akt1* ^+/–^ mice with their wild-type littermates (on a C57BL/6 background) (n = 363) for 3 years in a blinded study, i.e., the observers were unaware of the genotype of each group of animals. Kaplan-Meier survival analysis of *Akt1* ^+/–^ mice and their wild-type littermates showed that the median lifespan of the former was significantly longer than that of the latter. The difference was larger for female *Akt1* ^+/–^ mice (Fig. 1A, B), but the maximum lifespan of both males and females was significantly longer (Fig. 1A, B).

**Figure 1:**
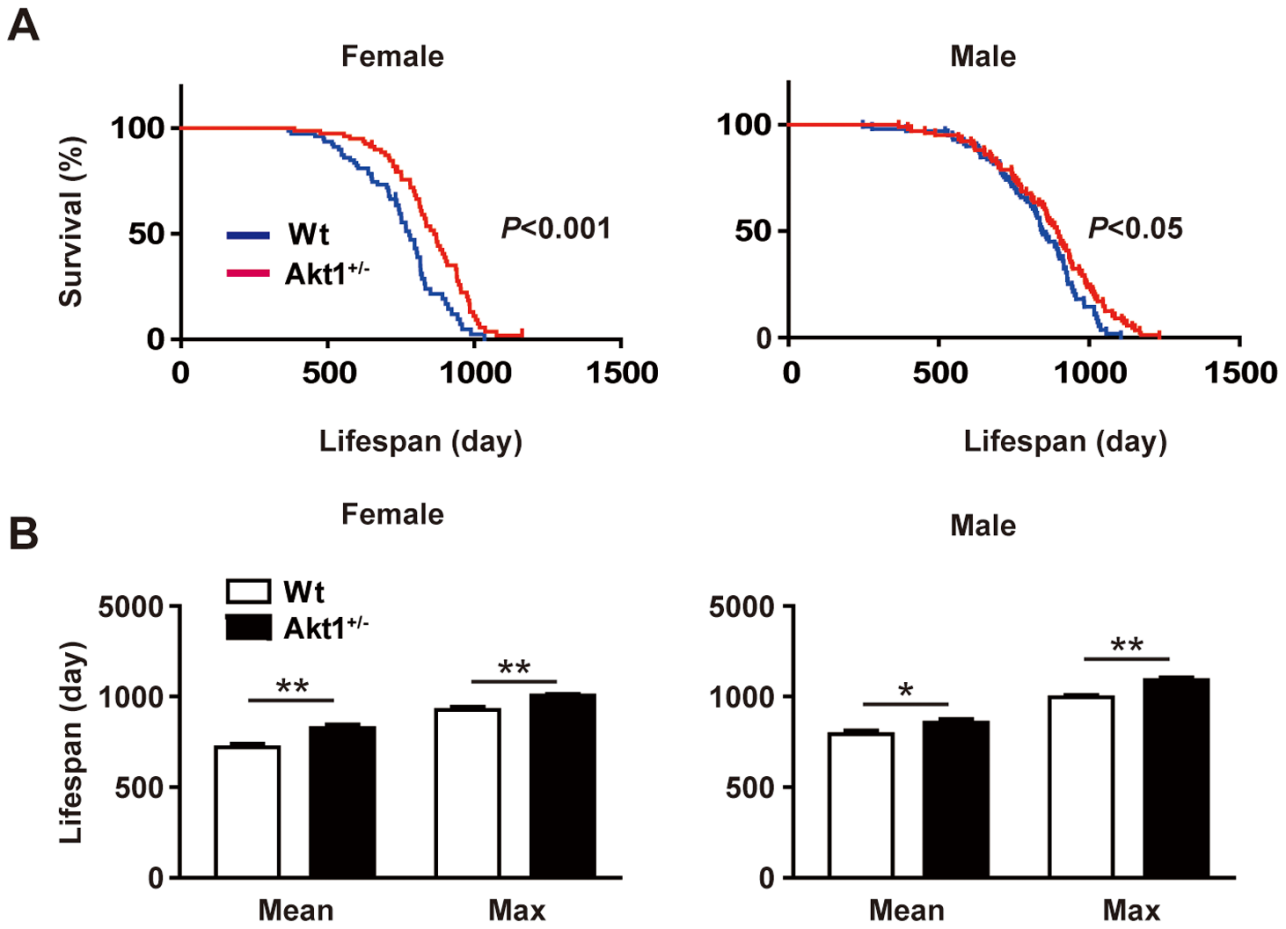
Lifespan of *Akt1* ^+/–^ mice and microarray data. (**A**) Kaplan-Meier survival curves for *Akt1* ^+/–^ mice and wild-type littermates show a significantly longer lifespan of *Akt1* ^+/–^ mice (n = 101 for wild-type male mice, n = 103 for *Akt1* ^+/–^ male mice, n = 79 for wild-type female mice, n = 80 for *Akt1* ^+/–^ female mice). (**B**) The median and maximum lifespan of *Akt1* ^+/–^ mice were significantly increased for both genders. Maximum lifespan was calculated as the average for the oldest 20% of the mice in each group. Mean lifespan (female): 720.7±20.36 vs. 827.2±19.1 days. Maximum lifespan (female): 926.6±17.6 vs. 1005.0±9.1 days. Mean lifespan (male): 793.7±18.8 vs. 857.4±19.1 days. Maximum lifespan (male): 995.7±12.9 vs. 1091.0±14.2 days. Data are shown as the mean ± s.e.m. *P<0.05, **P<0.001. Differences of lifespan between groups were evaluated by the log-rank test.

### Pathophysiological Features of *Akt1* ^+/–^ Mice

We next investigated whether there were any differences of pathophysiological features between *Akt1* ^+/–^ mice and their littermate controls. Consistent with the previous report of *Akt1* ^–/–^ mice [26], *Akt1* ^+/–^ mice had a lower body weight (Fig. 2A). However, the difference of body weight was not significant when corrected by femoral length (Wild-type mice, 1.52±0.04 g/mm; *Akt1* ^+/–^ mice, 1.48±0.04 g/mm; n = 10, p = 0.45). Although CT scanning showed that *Akt1* ^+/–^ mice had less fat mass than their wild-type littermates (Fig. 2B), there were no significant differences of glucose tolerance or insulin tolerance between the two groups (Fig. 2C, D). There were no significant differences of food intake, body temperature, and activity levels between the two groups (Fig. 2E–G). However, the oxygen consumption of *Akt1* ^+/–^ mice was slightly, but significantly, lower than that of their littermates (Fig. 2H). Although *Akt1* ^+/–^mice lived significantly longer than their littermate controls, we did not find any differences of age-associated cardiovascular phenotypes in terms of arterial pressure and cardiac function (Fig. S2A, B). Histological examination of the aorta, bone, and skeletal muscle in aged mice also detected no age-related differences (Fig. S2C).

**Figure 2:**
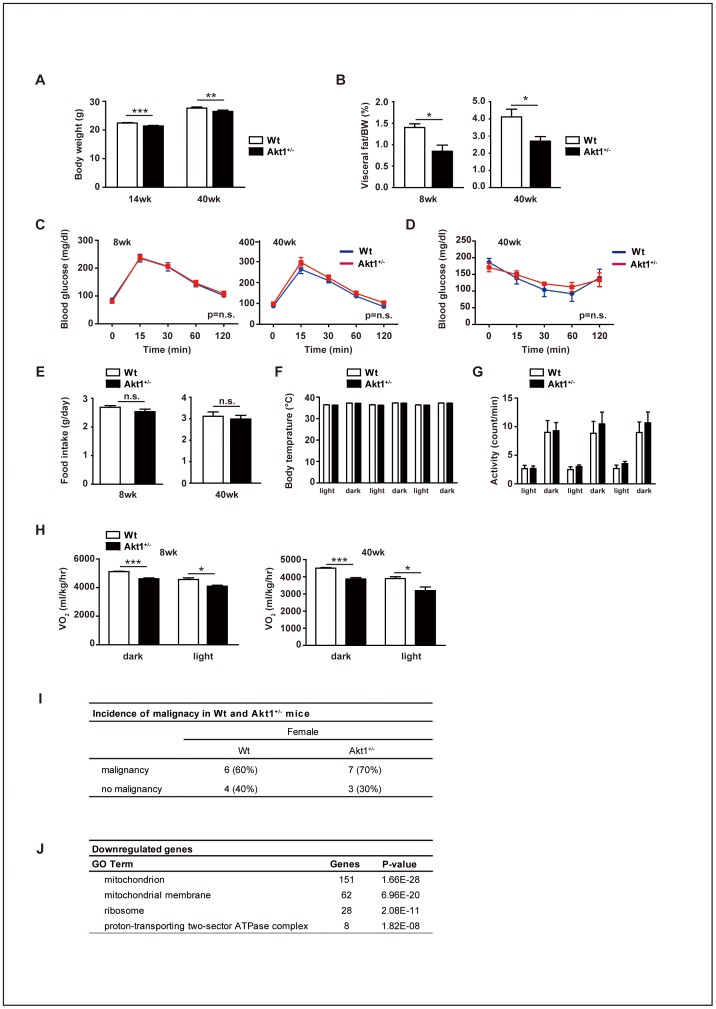
Pathophysiological features of young and middle-aged female *Akt1* ^+/–^ mice. (**A**) Body weight of wild-type and *Akt1* ^+/–^ female mice at 14 weeks and 40 weeks old (n = 58). Body weight was lower in *Akt1* ^+/–^ mice. (**B**) Visceral fat weight per unit body weight of wild-type and *Akt1* ^+/–^ female mice at 8 weeks and 40 weeks old (n = 7). Visceral fat was reduced in *Akt1* ^+/–^ mice. (**C**) Glucose tolerance of wild-type and *Akt1* ^+/–^ female mice at 8 weeks and 40 weeks old (n = 8). Glucose tolerance did not differ between the two strains. (**D**) Insulin tolerance of wild-type and *Akt1* ^+/–^ female mice at 40 weeks old (n = 8). (**E**) Food intake of wild-type and *Akt1* ^+/–^ female mice at 8 weeks and 40 weeks old (n = 8). There were no significant differences between the two strains. (**F**, **G**) Body temperature (**F**) and locomotor activity (G) of wild-type and *Akt1* ^+/–^ female mice at 40 weeks old (n = 8). (H) Oxygen consumption of wild-type and *Akt1* ^+/–^ female mice at 8 weeks and 40 weeks old (n = 5). *Akt1* ^+/–^ mice showed a significant reduction of oxygen consumption. (**I**) Histological examination of wild-type and *Akt1* ^+/–^ female mice at 2 years old (n = 10). The prevalence of malignancy did not differ between the two strains. Data are shown as the mean ± s.e.m. *P<0.05, **P<0.01, and ***P<0.001 by Student's *t*-test for A–H. (**J**) Microarray analysis of liver samples from *Akt1* ^+/–^ female mice and wild-type littermates (n = 3). Gene ontology analysis demonstrated that genes related to the mitochondria and ribosomes were significantly down-regulated in *Akt1* ^+/–^ mice (two-way ANOVA).

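Among the 909 liver genes that were lower in *Akt1*+/- mice over both ages in the microarray data, 40 of the 162 ribosome genes were found where 8.4 would be drawn by chance, an odds ratio of 6.24 (p = 5.67e-17, one-sided Fisher's exact test). The mitochondrion set had 56 of its 346 genes in this list, with an odds ratio of 3.70 (p = 2.24e-14, same exact test), and the proton ATPase set 10 of 35, with an odds ratio of 7.40 (p = 7.38e-06). The set of genes whose description names the mitochondrion gave an odds ratio of 2.18 (Fisher's exact p = 0.000411). Within these sets, cytosolic ribosomal proteins had 35 of 84 genes in the list and the electron transport chain 38 of 82, whereas mitochondrial ribosomal proteins had 5 of 78 (odds ratio 1.26, p = 0.379, one-sided Fisher's exact test). Of the 1158 genes that were higher in *Akt1*+/- mice, 1 belonged to the ribosome set, 8 to the mitochondrion set and 1 to the proton ATPase set. Normexp background correction with quantile normalization moved the ribosome result most, to an odds ratio of 1.78 (p = 0.0321, one-sided Fisher's exact test); it was chosen for the odds ratios after the data were seen, as were both blocks. The proton ATPase result exceeded 0.05 with the replicate number as a block (odds ratio 2.55, Fisher's exact p = 0.0863) and with the slide as a random block (odds ratio 2.59, Fisher's exact p = 0.123). From the gene ontology analysis of the two-way test, the paper concludes that genes related to the mitochondria and ribosomes were down-regulated in the liver of *Akt1*+/- mice.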

Since Akt1 signaling has been reported to contribute to tumorigenesis [42], [43], we also investigated the effect of haploinsufficiency of *Akt1* on the development of malignancy. Histological examination of 2-year-old mice demonstrated that the incidence of malignancy was not altered by *Akt1* haploinsufficiency (Fig. 2I). We often observed malignant cells (chiefly lymphomas) infiltrating the tissues (such as liver, skeletal muscle, and visceral fat) of mice over 100 weeks old. Therefore, we used tissue samples from young (8-week-old) and middle-aged mice (40-week-old) mice for further analyses.

### Ribosomal Biogenesis and Mitochondrial Function in *Akt1* ^+/–^ Mice

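RNA from liver, skeletal muscle and visceral fat of wild-type and *Akt1*+/- female mice was hybridized to 42 Agilent Whole Mouse 44K arrays, 14 per tissue, each with 1 sample labelled with Cy3. The methods give the ages as 8 and 40 weeks with n = 3 per group, whereas the sample labels give 8 and 35 weeks, with 3 arrays per genotype at the younger and 4 at the older age. The older age is named 40 weeks here, as in the paper. The authors' scanner output gives an intensity for each of 43379 spots per array, from which the local background was subtracted and which was not normalized between arrays. The authors also deposited log2 values of the whole series, whose 75th percentile lay between −0.001 and 0.0029 on every array. Here the log2 of the intensity was taken relative to the array's 75th percentile, which corresponded to 282 to 840 intensity units. Between 57.2 and 69.2% of the probes of an array were well above background, and no spot was saturated. Genes were kept where 1 probe was well above background on at least 3 arrays of at least 1 of a tissue's 4 groups, and the brightest probe stood for each gene. The number of arrays per group limits the precision of every value.

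Each slide carries 4 arrays. At 40 weeks, the arrays of each genotype filled a slide of their own in each of the 3 tissues, and in fat the slides of the genotypes were also scanned on different days. At 8 weeks, 3 wild-type arrays and 1 *Akt1*+/- array shared a slide in muscle, 1 wild-type array and 3 *Akt1*+/- arrays shared a slide in fat, and the genotypes shared no slide in liver. No scan day held arrays of the same tissue at both ages. The slide therefore cannot be told apart from the genotype at 40 weeks or in the liver at 8 weeks, nor the scan day from the age.

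*Akt1* was measured by 2 probes on chromosome 12 of the mm8 assembly, the brighter from 113101676 to 113101735 and the dimmer from 113110106 to 113119372. In the liver, the log2 level of the brighter probe relative to the 75th percentile was 2.66 ± 0.17 (SD, n = 3) in *Akt1*+/- mice and 3.29 ± 0.08 (SD, n = 3) in wild-type mice at 8 weeks, a ratio of 0.648 (p = 0.1, two-sided exact permutation test, the smallest p that 3 arrays against 3 allow). At 40 weeks it was 2.82 ± 0.14 (SD, n = 4) against 3.54 ± 0.06 (SD, n = 4), a ratio of 0.608 (p = 0.0286, same exact test, the smallest p that 4 against 4 allow). The ratio of *Akt1*+/- to wild-type levels was 0.703 in muscle and 0.707 in fat at 8 weeks, and 0.633 and 0.655 at 40 weeks. For both probes, every *Akt1*+/- array lay below every wild-type array of its tissue and age. Averaged over both ages, the log2 fold change from limma was −0.67 in liver (standard error 0.07, adjusted p = 0.00227), −0.58 in muscle (standard error 0.10, adjusted p = 0.0761) and −0.56 in fat (standard error 0.07, adjusted p = 0.00435). Scaling to the median moved the liver value most, to −0.79. In muscle the limma adjusted p value passed below 0.05 with the replicate number as a block (0.0379), with the slide as a random block (0.0417) and in 1 fit over all 42 arrays (0.000439). The correlation estimated within slides was −0.0556 in muscle, and a negative value narrows the error of a comparison between slides. The lower p value under the slide block is thus no allowance for a slide effect. In fat it rose to 0.0696 with the replicate number as a block.

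**Figure D1:**
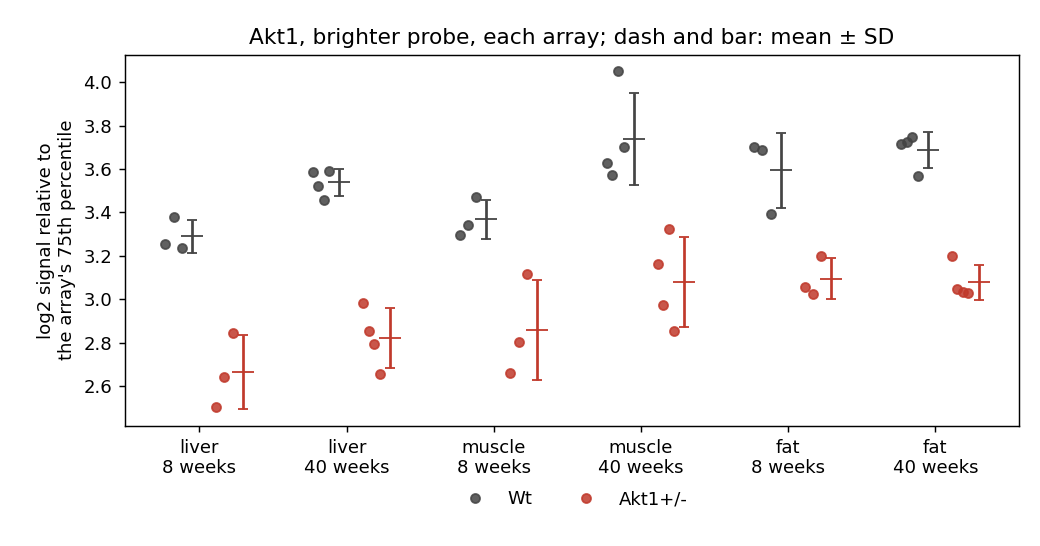
Log2 signal of the brighter *Akt1* probe relative to the array's 75th percentile, for each array of liver, muscle and fat at 8 and 40 weeks. Points are arrays, dashes and bars are the group's mean ± SD (n = 3 at 8 weeks, n = 4 at 40 weeks), and every *Akt1*+/- array lies below every wild-type array of its group.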

To gain some insight into the potential mechanisms leading to extension of the lifespan in *Akt1* ^+/–^ mice, we performed microarray analysis of liver, skeletal muscle, and visceral fat obtained from these mice and their wild-type littermates. 

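In the liver, the level of each gene set on an array was taken as the mean log2 level of its members minus the mean of all tested genes. The genotypes were compared over both ages by a two-sided exact permutation test that exchanged arrays within each age. The difference between *Akt1*+/- and wild-type mice was −0.19 for the ribosome set (exact p = 0.0043), −0.12 for the mitochondrion set (exact p = 0.0014, the smallest that this design allows) and −0.16 for the proton ATPase set (exact p = 0.0043). Adjusted over the 9 set comparisons made in the 3 tissues, these p values were 0.0129, 0.0126 and 0.0129. At 8 weeks, the ribosome score was 4.97 ± 0.01 (SD, n = 3) in *Akt1*+/- mice and 5.16 ± 0.10 (SD, n = 3) in wild-type mice, and at 40 weeks it was 4.88 ± 0.08 (SD, n = 4) and 5.07 ± 0.11 (SD, n = 4). The ribosome set had 144 members with a lower and 18 with a higher mean in *Akt1*+/- mice, the mitochondrion set 256 and 90, and the proton ATPase set 23 and 12. The number of members below an adjusted p value of 0.05 was 20, 29 and 2 when adjusted over all genes tested, and 45, 60 and 12 when adjusted over the list alone.

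Normexp background correction with quantile normalization moved the differences most, to −0.03 for ribosome (exact p = 0.111), −0.02 for mitochondrion (exact p = 0.16) and −0.0047 for proton ATPase (exact p = 0.827). With probes well above background on all 14 arrays, the proton ATPase difference was −0.08 (exact p = 0.0671). Genes as bright as the members were also lower in *Akt1*+/- livers. The mean log2 fold change of the ribosome members was −0.14, and that of 10000 lists of genes matched on brightness was −0.11, of which 3.35% were as low as the set. For the mitochondrion set, 10.5% of the matched lists were as low (0.02% at 40 weeks and 73.8% at 8 weeks), and for the proton ATPase set 25.4%. The matched lists for 1 set could hold members of the other sets, which were also lower. They therefore cannot tell a shift by brightness from a change that the sets share. All 3 sets were called by limma's camera, which presets a small correlation between genes. Its fry test, at the same threshold of 0.05, called the ribosome and mitochondrion sets and not proton ATPase. No set was below 0.05 with camera's estimated correlation.

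**Figure D2:**
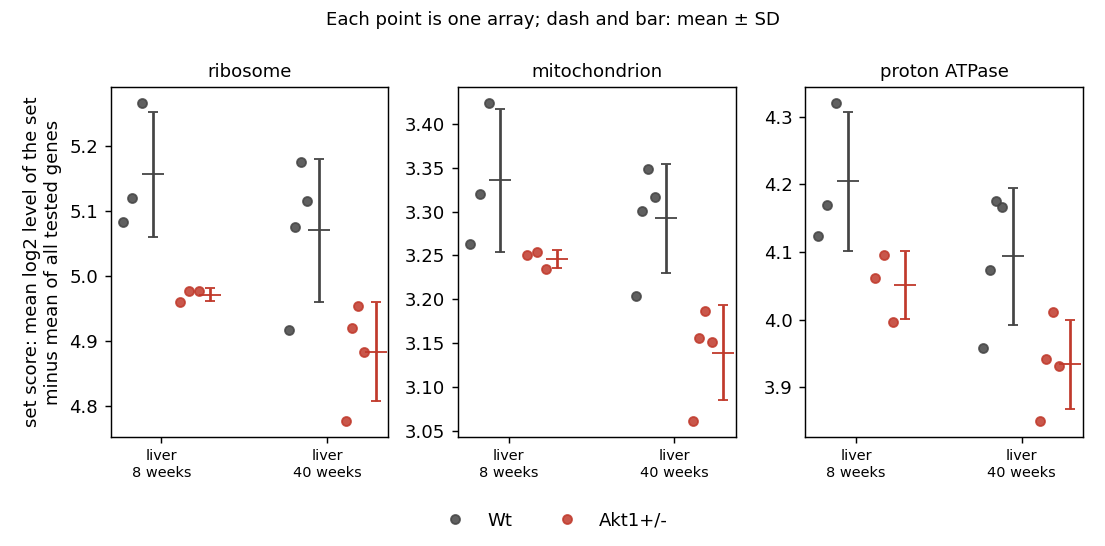
Set scores in log2 units (mean of the set's members minus the mean of all tested genes) of the ribosome, mitochondrion and proton ATPase sets on each liver array at 8 and 40 weeks. Points are arrays and dashes and bars are the group's mean ± SD (n = 3 at 8 weeks, n = 4 at 40 weeks), with the *Akt1*+/- mean below the wild-type mean in each panel and age.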

Gene ontology (GO) analysis revealed that mitochondrion and ribosome were among the most significant GO terms (Fig. 2J and Fig. S3). Consistent with these findings, the mTOR pathway, which has a crucial role in regulating ribosomal biogenesis, protein synthesis, and mitochondrial activity [15], [44], was down-regulated in *Akt1* ^+/–^ mice, although phosphorylation of FoxO was unaltered (Fig. 3A and Fig. S4). Indeed, ribosomal biogenesis was markedly reduced in *Akt1* ^+/–^ mice (Fig. 3B), along with a decrease of the mitochondrial DNA content and reduced expression of genes for mitochondrial components and transcription factors involved in mitochondrial biogenesis, when compared with their wild-type littermates (Fig. 3C, D and Fig. S5). These changes were associated with reduced oxidative stress, as demonstrated by a decrease of 4-hydroxynonenal immunoreactivity in the liver and a decline of 8-isoprostane excretion in the urine (Fig. 3E, F), suggesting that partial inhibition of Akt1 activity ameliorated the age-associated increase of oxidative stress.

**Figure 3:**
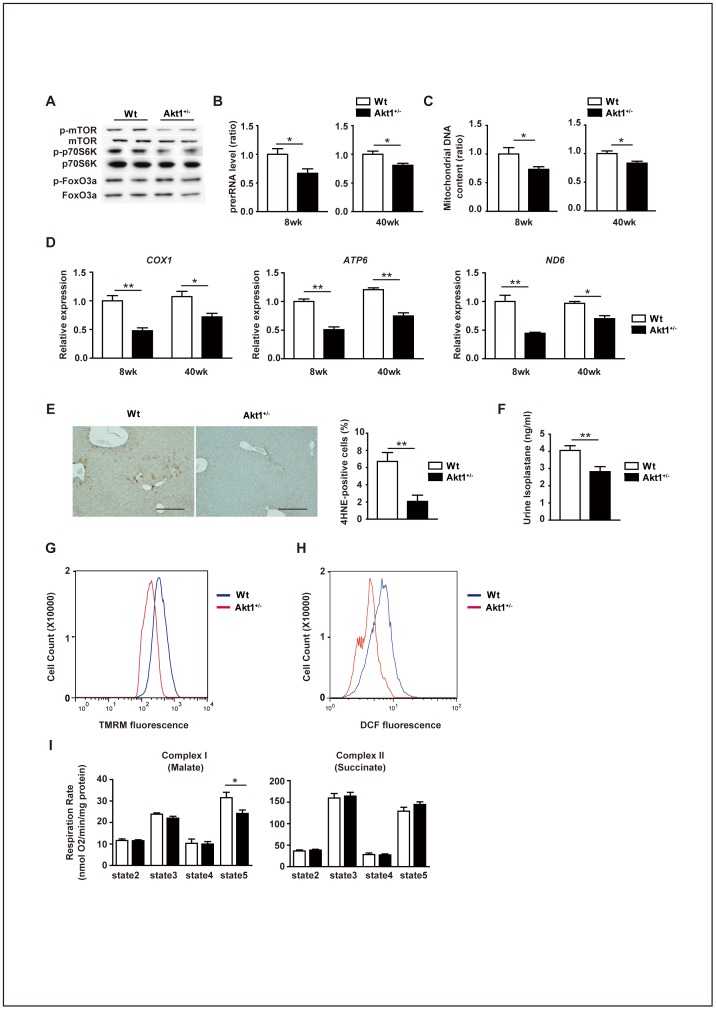
Ribosomal biogenesis and mitochondrial function in young and middle-aged female *Akt1* ^+/–^ mice. (**A**) Western blot analysis of phosphorylated mTOR, phosphorylated p70 S6 kinase, and phosphorylated FoxO3a expression in the livers of wild-type and *Akt1* ^+/–^ mice at 40 weeks old. (**B**) Pre-rRNA level in the livers of wild-type and *Akt1* ^+/–^ mice at 8 weeks and 40 weeks old were examined by real-time PCR (n = 10). (**C**) Mitochondrial DNA content of the livers prepared as Figure 2B. (**D**) Real-time PCR analysis of the expression of *COX1* (encoding cytochrome *c* oxidase subunit I), *ATP6* (encoding ATP synthase Fo subunit 6), and *ND6* (encoding NADH dehydrogenase, subunit 6 (complex I)) in livers prepared as in Fig. 2B (n = 4). (**E**) Immunohistochemistry for 4-hydroxy-2-nonenal (4-HNE) in the livers of wild-type and *Akt1* ^+/–^ mice at 40 weeks old. Scale bar = 100 μm. The right graph displays the quantitative data on 4-HNE-positive cells (n = 6). (**F**) Urinary 8-isoprostane level in wild-type and *Akt1* ^+/–^ mice at 40 weeks old (n = 6). (**G**, **H**) Number of TMRM-positive (G) and DCF-positive (H) hepatocytes isolated from wild-type and *Akt1* ^+/–^ mice at 40 weeks old, as shown by FACS analysis (n = 4). (**I**) Oxygen consumption by complex I (left) and complex II (right) in mitochondria isolated from the livers of wild-type and *Akt1* ^+/–^ mice at 40 weeks old (n = 6). Data are shown as the mean ± s.e.m. *P<0.05, **P<0.01 by Student's *t*-test.

To further investigate the effects of *Akt1* haploinsufficiency on mitochondrial function and oxidative stress, we isolated hepatocytes from *Akt1* ^+/–^ mice and their littermate controls. Then these cells were subjected to FACS analysis to detect tetramethylrhodamine, methyl ester (TMRM), and dichlorodihydrofluorescein (DCF) fluorescence. This revealed that hepatocytes from *Akt1* ^+/–^ mice showed a significant decrease of the mitochondrial membrane potential and levels of reactive oxygen species (ROS) compared with hepatocytes from their wild-type littermates (Fig. 3G, H). We next examined the activity of mitochondria isolated from the hepatocytes of *Akt1* ^+/–^ mice and their littermate controls, and found that the maximum respiration rate of isolated mitochondria did not differ between the two groups (Fig. 3I). These results indicated that the amounts of mitochondria were decreased in *Akt1* ^+/–^ mice compared with their littermate controls, but the activity of per mg mitochondrion was not impaired by haploinsufficiency of *Akt1*. We noted that the expression of FoxO-regulated antioxidant genes, such as catalase and superoxide dismutase, did not differ between *Akt1* ^+/–^ mice and their littermate controls (Fig. S6). Since ROS are a byproduct of normal mitochondrial respiration, a decrease in the number of mitochondria could account for a decrease of oxidative stress in *Akt1* ^+/–^ mice.

### Ribosomal Biogenesis and Mitochondrial Function in Human Cells and *C. elegans*

To investigate the role of AKT1 in ribosomal biogenesis and in total mitochondrial activity, we infected human endothelial cells with a retroviral vector encoding a dominant-negative form of AKT1. Consistent with the results obtained in *Akt1* ^+/–^ mice, inhibition of AKT1 activity led to a decrease of oxygen consumption and ribosomal biogenesis compared with mock-infected cells (Fig. 4A, B). The mitochondrial DNA content and the expression of genes for mitochondrial components were also reduced by inhibition of AKT1 (Fig. 4C, D).

**Figure 4:**
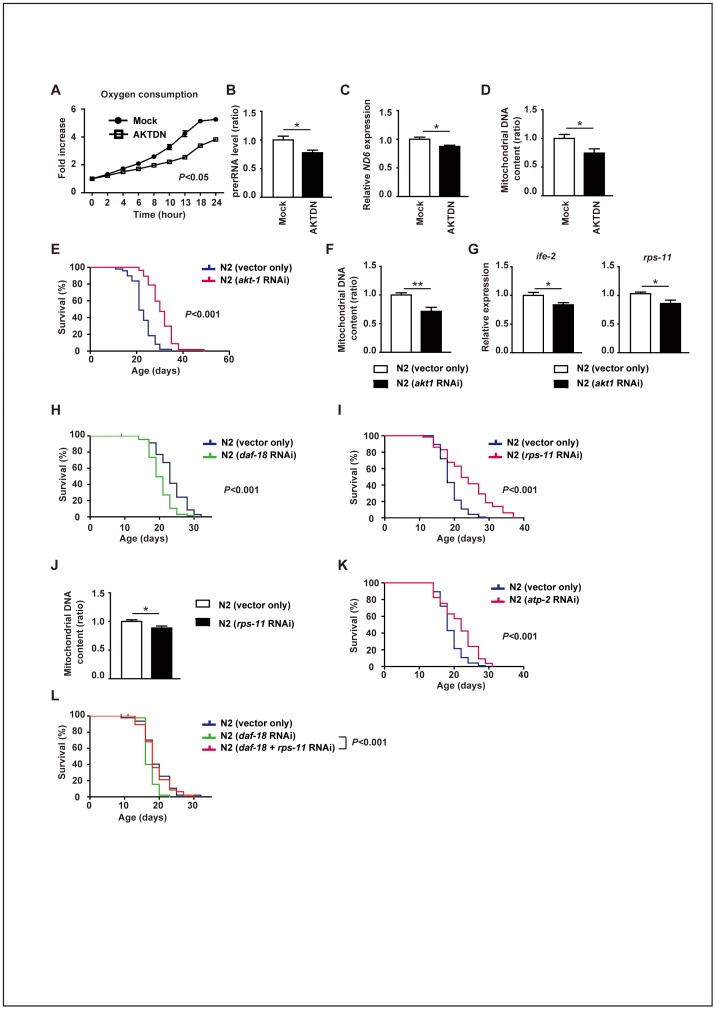
Ribosomal biogenesis and mitochondrial function in human cells and *C. elegans*. (**A**) Oxygen consumption in human endothelial cells infected with a retroviral vector encoding a dominant-negative form of AKT1 (AKTDN) or an empty vector (Mock). Data represent the fold increase relative to the initial value (n = 3). P<0.05 by two-way ANOVA. (**B**) Pre-rRNA level in human endothelial cells infected with AKTDN or Mock (n = 6). (**C**) Real-time PCR analysis of the expression of ND6 (encoding NADH dehydrogenase, subunit 6 (complex I)) in human endothelial cells infected with AKTDN or Mock (n = 6). (**D**) Mitochondrial DNA content of human endothelial cells infected with AKTDN or Mock assessed by real-time PCR (n = 3). Data are shown as the mean ± s.e.m. *P<0.05 by Student's *t*-test. (**E**) Survival of *C. elegans* fed with bacteria containing a control vector or the dsRNA construct targeting *akt-1*. Knockdown of *akt-1* significantly prolonged the lifespan. P<0.001 by the log-rank test. (F) Mitochondrial DNA content in *C. elegans* prepared as in Fig. 4E (n = 8). (**G**) Expression of *ife-2* (encoding translation initiation factor 4F, cap-binding subunit (eIF4E)) and *rps-11* (encoding a small ribosomal subunit S11 protein) in *C. elegans* prepared as in Fig. 3e (n = 8). Data are shown as the mean ± s.e.m. *P<0.05, **P<0.01 by Student's *t*-test. (**H**) Activation of AKT-1 by knockdown of *daf-18* (a homologue of PTEN) led to significant shortening of the lifespan of wild-type worms. P<0.001 by the log-rank test. (**I**) Knockdown of *rps-11* by RNAi led to significant prolongation of the lifespan of wild-type worms. P<0.001 by the log-rank test. (**J**) Mitochondrial DNA content in *C. elegans* prepared as in Fig. 4I (n = 5). Data are shown as the mean ± s.e.m. *P<0.05 by Student's *t*-test. (**K**) Knockdown of *atp-2* (encoding a subunit of ATP synthase, mitochondrial complex V) by RNAi significantly prolonged the lifespan of wild-type worms. P<0.001 by the log-rank test. (**L**) Knockdown of *rps-11* by RNAi improved shortening of the lifespan of worms with *daf-18* RNAi treatment.

To gain further insights into the influence of Akt1 on longevity, we examined the influence of inhibiting AKT-1 on ribosomal biogenesis, the mitochondrial DNA content, and the lifespan of *C. elegans*. In agreement with the results obtained in *Akt1* ^+/–^ mice, inactivation of AKT-1 by RNAi resulted in a longer lifespan compared with that of wild-type (N2) *C. elegans* (Fig. 4E), and this change was associated with a decrease of ribosomal gene expression and reduction of the mitochondrial DNA content (Fig. 4F, G). Conversely, activation of AKT-1 by RNAi targeting *daf-18* led to a shorter lifespan (Fig. 4H). Inhibition of ribosomal biogenesis by RNAi decreased the mitochondrial DNA content and extended the lifespan of wild-type animals (Fig. 4I, J), while inhibition of mitochondrial function by RNAi also increased the lifespan of wild-type animals (Fig. 4K). Moreover, inhibition of ribosomal biogenesis normalized the shortened lifespan of nematodes treated with *daf-18* RNAi (Fig. 4L), suggesting that the decrease of ribosomal biogenesis and mitochondrial function were critical for improving the longevity of *Akt1* ^+/–^ mice.

## Discussion

The present study demonstrated that haploinsufficiency of *Akt1* significantly prolongs the lifespan of mice. *Akt1* ^+/–^ mice showed a decrease of ribosomal biogenesis and the amounts of mitochondria, which was associated with a reduction of oxidative stress. It has been reported that the insulin/IGF1 signaling pathway and the TOR pathway both promote ribosomal biogenesis and protein synthesis, as well as regulating mitochondrial function [15], [44]. We found that the phospho-Akt1 level increased with age in wild-type mice, presumably due to constitutive activation of growth signals by various stresses. Given the large amount of energy consumed by ribosomal biogenesis and protein synthesis, *Akt1* ^+/–^ mice may utilize fewer mitochondria by reducing ribosomal biogenesis and thus minimize the enhancement of oxidative stress with aging, which could account for their longer lifespan. Decreased protein synthesis could improve the fidelity of biogenesis and prevent the accumulation of mis-folded proteins, which might also contribute to longevity associated with *Akt1* deficiency. Since oxidative stress and oxygen consumption were both lower in *Akt1* ^+/–^ mice than in their littermates, an increase of mitochondria and energy expenditure associated with enhanced protein synthesis may accelerate aging and promote the onset of age-associated diseases.

An intriguing aspect of longevity pathways is that they function independently of the cells affected, since mutations of one cell type can affect the phenotype of whole organism. Neuronal cells and adipose tissue have been suggested to have a critical role in regulation of the lifespan by the insulin/IGF1 pathway in nematodes and flies [10], [45]. For example, increasing the level of DAF-16 expression in one tissue can increase DAF-16 activity elsewhere, through feedback regulation of insulin gene expression [46]. In addition, in *daf-16* (–); *daf-2* (–) double mutant nematodes (short-lived animals), overexpression of DAF-16 in one tissue can increase the lifespan [47]. Inhibition of the insulin/IGF1 pathway in the brain or adipose tissue has been shown to induce longevity in mice [14], [48], suggesting that lifespan can be regulated cell non-autonomously in mammals. In the present study, we did not determine the tissue(s) responsible for longevity in *Akt1* ^+/–^ mice. Thus, it would be interesting to test the effects of tissue-specific deletion of *Akt1* on the lifespan in the future.

Consistent with our findings, modest inhibition of respiration has been reported to prolong the lifespan of a variety of species, such as yeast, nematodes, flies, and mice [49]–[52]. This increase of longevity could be partly attributable to reduction of the metabolic rate in these animals. In contrast, increasing respiration was reported to promote longevity in animals with caloric restriction [53], [54], so it is possible that increasing or reducing respiration can influence the lifespan in various ways.

Genetic inhibition of autophagy induces degenerative changes in mammalian tissues that resemble those associated with aging, while normal and pathological aging are often associated with a reduced autophagic potential [15], [55]. Genetic manipulations that prolong the lifespan in various models often stimulate autophagy, and inhibition of autophagy compromises the longevity-promoting effect of calorie restriction or suppression of insulin/insulin growth factor signaling [15], [55]. Since mTOR is a primordial negative regulator of autophagy, an increase of autophagic activity may also contribute to extending the lifespan of *Akt* ^+/–^ mice. In this context, it would be interesting to examine the effect of inhibiting the TOR/autophagy pathway on the lifespan of *C. elegans* with *akt-1* or *daf-18* knockdown.

Telomeres are specialized DNA-protein structures found at the ends of eukaryotic chromosomes that serve as markers of biological aging [56]. Telomeres also play a critical role in maintaining genomic integrity and are involved in age-related diseases [28], [57]. Shortening of telomeres is hazardous to healthy cells, as it is a known mechanism of premature cellular senescence and reduction of longevity. Telomerase is an enzyme that adds telomeres to the ends of chromosomes. Although the insulin/Akt pathway has been reported to positively regulate telomerase activity [58], mice have high telomerase activity and long telomeres [59], [60]. Therefore, it is unlikely that Akt1 signaling regulates longevity by modulating telomerase activity in mice.

In conclusion, our results suggest that haploinsufficiency of *Akt1* significantly promotes longevity in mice by mechanisms that involve reduction of both energy expenditure and oxidative stress. Further studies on improvement of longevity related to inhibition of the insulin/IGF-1 pathway should provide useful insights into the treatment of diseases associated with aging.

## Supporting Information

Figure S1 **Age-associated increase of phospho-Akt1 expression.** Western blot analysis of phosphorylated Akt1 expression in the livers of wild-type (Wt) and *Akt1* ^+/–^ female mice at 8 and 40 weeks old.
(DOCX) Click here for additional data file.

Figure S2 **Examination of age-related phenotypes.** (A) Arterial pressure of wild-type (Wt) and *Akt1* ^+/–^ female mice at 100 weeks old. Data are shown as the means ± s.e.m. (B) Echocardiographic analysis of wild-type (Wt) and *Akt1* ^+/–^ female mice at 100 weeks old. FS, fractional shortening; LVDs, left ventricular diastolic dimension. Data are shown as the means ± s.e.m. (C) Hematoxylin-eosin staining of the aorta, bone, and skeletal muscle of wild-type (Wt) and *Akt1^+/–^* female mice at 100 weeks old. Scale bar: 20 μm.
(DOCX) Click here for additional data file.

Figure S3 **Microarray analysis.**
Microarray analysis of fat and skeletal muscle samples from *Akt1* ^+/–^ female mice and wild-type littermates (n = 3).

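In skeletal muscle, 17139 genes were tested on 14 arrays (3 per genotype at 8 weeks and 4 per genotype at 40 weeks), and in fat 18366 genes on the same number of arrays. In muscle, 0 genes had an adjusted p value below 0.05 for genotype averaged over both ages in limma's fit and 3161 an unadjusted p value below 0.05. The methods' two-way test of genotype and age gave 1 gene after adjustment. An unadjusted p value below 0.01 was reached by 1016 muscle genes (429 lower and 587 higher in *Akt1*+/- mice), against 171 by chance. The count of 0 rose to 281 genes in 1 fit over all 42 arrays, to 56 with the slide as a random block and to 46 with the replicate number as a block. The correlation estimated within slides was −0.0556 in muscle, and a negative value narrows the error of a comparison between slides. The rise to 56 is thus no allowance for a slide effect. At 40 weeks alone, a count chosen after the data were seen, 16 muscle genes were below 0.05, all higher in *Akt1*+/- mice (limma adjusted p), and 0 without the filter on dim probes or by the methods' test. Age changed 5301 muscle genes, and 0 had an interaction of genotype and age by limma or by the methods' test, with 1483 at an unadjusted p value below 0.05.

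In fat, 142 genes had an adjusted p value below 0.05 for genotype (103 lower and 39 higher in *Akt1*+/- mice), 3502 for age and 275 for the interaction. An unadjusted p value below 0.01 for genotype was reached by 1232 fat genes (716 lower and 516 higher), against 184 by chance. The 142 genes fell to 1 with the replicate number as a block, and to 30 without replicate 2 of the wild-type arrays at 8 weeks. In fat at 40 weeks, the probes of *Btg4* and *Papolb* were well above background on 4 of 4 wild-type arrays and on 0 of 4 *Akt1*+/- arrays, so that their levels were at least 2.88-fold and at least 2.14-fold lower in *Akt1*+/- mice. Over both ages their log2 fold changes were −2.46 (standard error 0.20, adjusted p = 0.000454, limma) and −2.34 (standard error 0.22, adjusted p = 0.00117), which compare with signal at background, and they were −0.44 and −0.32 with normexp and quantile normalization. The other largest decreases were those of AK037870 (−2.12; at least 1.96-fold at 8 weeks and at least 1.65-fold at 40 weeks, with 0 *Akt1*+/- arrays well above background), *Cts7* (−2.01) and *Olfr135* (−1.71), and the largest increases those of *Spt2* (1.26), *Ppm1n* (1.20), *Micalcl* (1.15), *Cyp2u1* (1.12) and *Dmkn* (1.10). Of these 10 genes, *Btg4* and *Papolb* were below an adjusted p value of 0.05 with normexp and quantile normalization, with median scaling, with the authors' values, without the filter on dim probes and with the mean of all probes of a gene. Each of the other 8 exceeded it under at least 1 of these 5 alternatives. With normexp and quantile normalization the log2 fold changes of AK037870, *Cts7* and *Olfr135* were −0.31, −0.67 and −0.29, and those of *Spt2*, *Ppm1n*, *Micalcl*, *Cyp2u1* and *Dmkn* 0.89, 0.24, 0.26, 0.76 and 0.65. Their values under the blocks were not taken, and probes well above background on all arrays did not include *Btg4* and *Papolb*.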

(DOCX) Click here for additional data file.

Figure S4 **Expression of phopho-FoxO.**
Western blot analysis of phosphorylated FoxO3a expression in various tissues of wild-type (Wt) and *Akt1* ^+/–^ female mice at 100 weeks old.
(DOCX) Click here for additional data file.

Figure S5 **Expression of transcription factors involved in mitochondrial biogenesis.**
The expression of Pgc-1α (also known as *Ppargac1a*) and its regulating molecules related to mitochondrial biogenesis, such as *nuclear respiratory factor* (*Nrf*)*-1* and *mitochondrial transcription factor A* (*Tfam*) was examined by real-time PCR in livers of wild-type (Wt) and *Akt1* ^+/–^ female mice at 40 weeks old. Data are shown as the mean ± s.e.m (n = 5–8). *P<0.05.
(DOCX) Click here for additional data file.

Figure S6 **Expression of antioxidant genes.**
The expression of catalase (*Cat*) and superoxide dismutase 2 (*Sod2*) was examined by real-time PCR in livers of wild-type (Wt) and *Akt1* ^+/–^ female mice at 100 weeks old. Data are shown as the mean ± s.e.m (n = 4). *P<0.05.
(DOCX) Click here for additional data file.

# Supplementary material for: Haploinsufficiency of Akt1 Prolongs the Lifespan of Mice
**Source:** PLoS One. 2013 Jul 30;8(7):e69178. doi: 10.1371/journal.pone.0069178
**Supplement:** Figure S1 — Age-associated increase of phospho-Akt1 expression. Western blot analysis of phosphorylated Akt1 expression in the livers of wild-type (Wt) and Akt1 +/– female mice at 8 and 40 weeks old.

**Supplementary Figure 1**

**
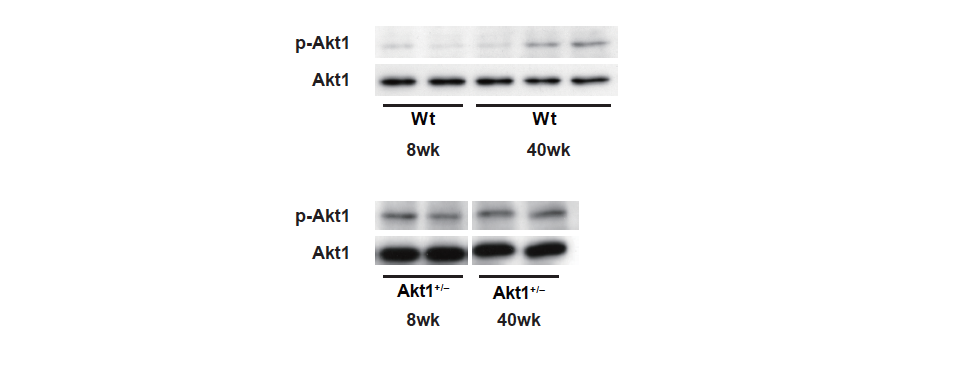
**

**Age-associated increase of phospho-Akt1 expression**

Western blot analysis of phosphorylated Akt1 expression in the livers of wild-type (Wt) and *Akt1*^+/–^ female mice at 8 and 40 weeks old.

# Supplementary material for: Haploinsufficiency of Akt1 Prolongs the Lifespan of Mice
**Source:** PLoS One. 2013 Jul 30;8(7):e69178. doi: 10.1371/journal.pone.0069178
**Supplement:** Figure S2 — Examination of age-related phenotypes. (A) Arterial pressure of wild-type (Wt) and Akt1 +/– female mice at 100 weeks old. Data are shown as the means ± s.e.m. (B) Echocardiographic analysis of wild-type (Wt) and Akt1 +/– female mice at 100 weeks old. FS, fractional shortening; LVDs, left ventricular diastolic dimension. Data are shown as the means ± s.e.m. (C) Hematoxylin-eosin staining of the aorta, bone, and skeletal muscle of wild-type (Wt) and Akt1+/– female mice at 100 weeks old. Scale bar: 20 μm.

**Supplementary Figure 2**

**
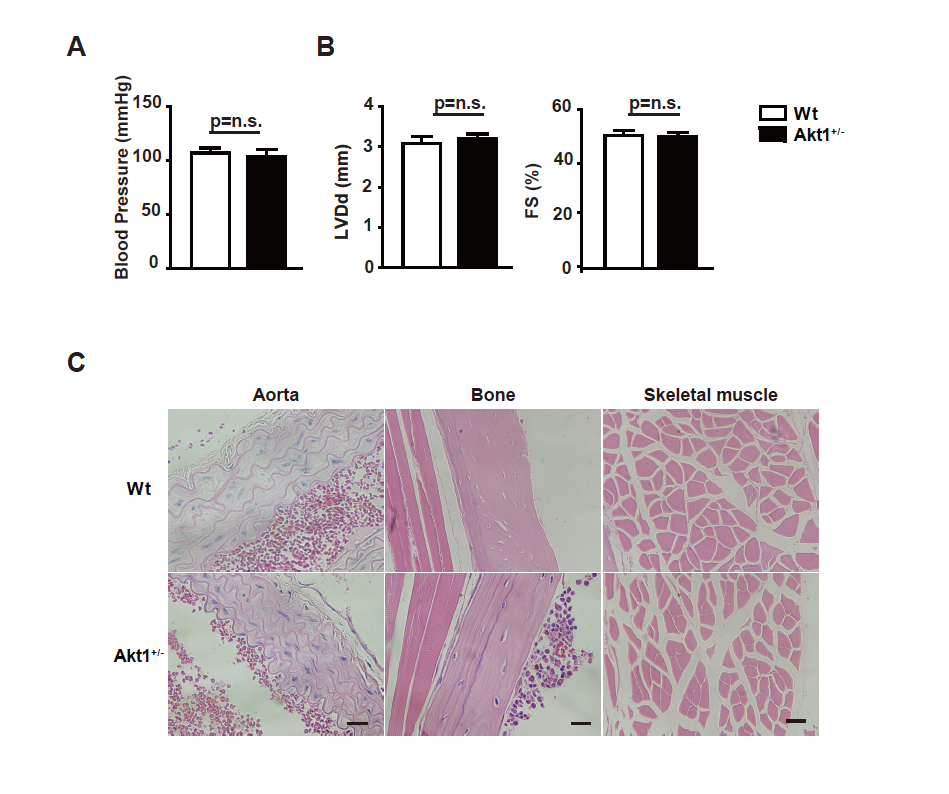
**

**Examination of age-related phenotypes**

(A) Arterial pressure of wild-type (Wt) and *Akt1*^+/–^ female mice at 100 weeks old. Data are shown as the means ± s.e.m.

(B) Echocardiographic analysis of wild-type (Wt) and *Akt1*^+/–^ female mice at 100 weeks old. FS, fractional shortening; LVDs, left ventricular diastolic dimension. Data are shown as the means ± s.e.m.

(C) Hematoxylin-eosin staining of the aorta, bone, and skeletal muscle of wild-type (Wt) and *Akt1^+/–^* female mice at 100 weeks old. Scale bar: 20 μm.

# Supplementary material for: Haploinsufficiency of Akt1 Prolongs the Lifespan of Mice
**Source:** PLoS One. 2013 Jul 30;8(7):e69178. doi: 10.1371/journal.pone.0069178
**Supplement:** Figure S3 — Microarray analysis. Microarray analysis of fat and skeletal muscle samples from Akt1 +/– female mice and wild-type littermates (n = 3).

**Supplementary Figure 3**

**
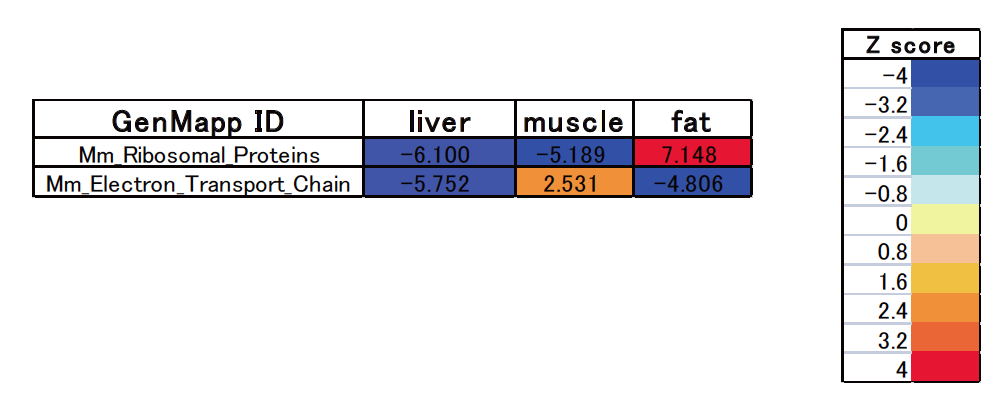
**

**Microarray analysis**

The parametric analysis of gene set enrichment (PAGE) of liver, muscle and fat tissues from wild-type and *Akt1*^+/–^ female mice at 40 weeks old (n=3) detected Ribosomal_Proteins and Electron_Transport_Chain as the significantly changed gene sets.

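At 40 weeks, the gene sets were compared on 4 arrays per genotype and tissue. The GenMAPP lists named in the figure were not used here, and genes chosen by symbol stood in for them. These were 84 cytosolic ribosomal proteins and 82 subunits of the electron transport chain tested in liver, 83 and 83 in muscle, and 84 and 84 in fat. PAGE compares the mean log2 fold change of a set with that of all genes, in units of the spread of all genes, and treats genes as independent. Its Z score for ribosomal proteins was −5.89 in liver, −4.53 in muscle and −3.89 in fat, and for the electron transport chain −6.11 in liver, 1.28 in muscle and 0.124 in fat. With arrays as the units, the ribosomal protein score of the liver was 6.26 ± 0.08 (SD, n = 4) in *Akt1*+/- mice and 6.50 ± 0.14 (SD, n = 4) in wild-type mice, a difference of −0.24 (p = 0.0571, two-sided exact permutation test). In muscle it was 6.23 ± 0.04 (SD, n = 4) against 6.36 ± 0.05 (SD, n = 4), a difference of −0.13 (p = 0.0286, same exact test), and in fat 6.55 ± 0.11 (SD, n = 4) against 6.68 ± 0.08 (SD, n = 4), a difference of −0.13 (exact p = 0.0857). The electron transport chain score of the liver was 5.60 ± 0.07 (SD, n = 4) in *Akt1*+/- mice and 5.85 ± 0.12 (SD, n = 4) in wild-type mice, a difference of −0.25 (exact p = 0.0286). It differed by 0.04 in muscle (exact p = 0.886) and by 0.0043 in fat (exact p = 0.971). Adjusted over the 9 set comparisons, the smallest of these 6 p values was 0.0515.

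The number of ribosomal proteins below an adjusted p value of 0.05 at 40 weeks was 2 in liver, 0 in muscle and 4 in fat when adjusted over all genes tested, and 1, 0 and 13 when adjusted over the list alone. For the electron transport chain it was 1, 0 and 0 over all genes tested, and 0, 0 and 0 when adjusted over the list alone. In the liver, *Rps19* had a log2 fold change of −0.49 (standard error 0.12, adjusted p = 0.0435, limma), *Fau* −0.37 (adjusted p = 0.0214) and *Cox5a* −0.34 (adjusted p = 0.0312), of which none was below 0.05 with normexp and quantile normalization. *Cox7b* and *Atp5mpl* followed in the electron transport chain with −0.33 and −0.32, and *Rpl36* among ribosomal proteins with −0.32. The members with the most positive values in the liver were *Rpl3l* (at least 1.06-fold higher, with 0 of 4 wild-type arrays well above background), *Rpl27a* (0.16), *Rpl31* (0.10), *Cox7c* (0.13), *Ndufv2* (0.01) and *Ndufa1* (0.0025). Of these, *Rpl31*, *Cox7c*, *Ndufv2* and *Ndufa1* were negative with scaling to the median. In muscle, the lowest members were *Rpl4* (−0.24), *Rps19* (−0.23) and *Fau* (−0.21), and *Ndufa6* (−0.10), *Cox6b2* (−0.09) and *Cox6a2* (−0.08, and 0.03 with normexp and quantile normalization). The highest were *Rpl39l* (0.38), *Rpl14* (0.25), *Rps4l* (0.13), *Cox7c* (0.41), *Ndufs3* (0.19) and *Ndufc1* (0.19). In fat, *Rplp0* (−0.68, adjusted p = 0.00176), *Rps12* (−0.65, adjusted p = 0.000708) and *Rpl11* (−0.47, adjusted p = 0.00662) were lowest. *Rplp0* and *Rpl11* lost the threshold when all probes of a gene were averaged, with adjusted p values of 0.50 and 0.589. The other members named by rank in fat were *Cox7c* (−0.65), *Atp5b* (−0.36, and −0.04 with all probes averaged), *Uqcrb* (−0.31), *Rpl21* (0.46), *Rpl31* (0.23), *Rpl4* (0.15), *Cox7a1* (0.70), *Cox8b* (0.61) and *Ndufv2* (0.27).

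Normexp background correction with quantile normalization, chosen for the Z scores after the data were seen, moved the liver Z score for ribosomal proteins most, to −2.92. The same setting changed the liver electron transport chain difference to −0.08 (exact p = 0.114) and the muscle ribosomal protein difference to −0.07 (exact p = 0.0571). In muscle, the electron transport chain difference was −0.06 without the filter on dim probes. The mean of its members without reference to all genes was 0.08 with scaling to the 75th percentile and −0.01 with scaling to the median. Without replicate 1 of the wild-type livers, the ribosomal protein difference was −0.30 (exact p = 0.0286). Without replicate 3 of the *Akt1*+/- muscles, the electron transport chain difference was −0.08 with a Z score of −2.80. In muscle this difference was −0.0026 without wild-type replicate 1 and positive without any other 1 array. Limma's camera with its preset correlation called ribosomal proteins in all 3 tissues and the electron transport chain in liver (lower) and muscle (higher). Its fry test called ribosomal proteins in liver and muscle and the electron transport chain in liver. It did not call ribosomal proteins in fat or the electron transport chain in muscle. No set was below 0.05 with camera's estimated correlation. For the electron transport chain in fat, the median and mean of the members were above 0, whereas camera gave a negative direction. At 40 weeks, array pairs of the same replicate number had a lower ribosomal protein score in *Akt1*+/- mice in 4 of 4 pairs in liver and muscle and in 3 of 4 in fat (p = 0.125, 0.125 and 0.25, exact sign-flip test, of which 0.125 is the smallest that 4 pairs allow). A paired test with 3 residual degrees of freedom, chosen after the data were seen and assuming normal differences, called ribosomal proteins in liver and muscle and the electron transport chain in liver at 0.05, and not the other 3 comparisons.

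**Figure D3:**
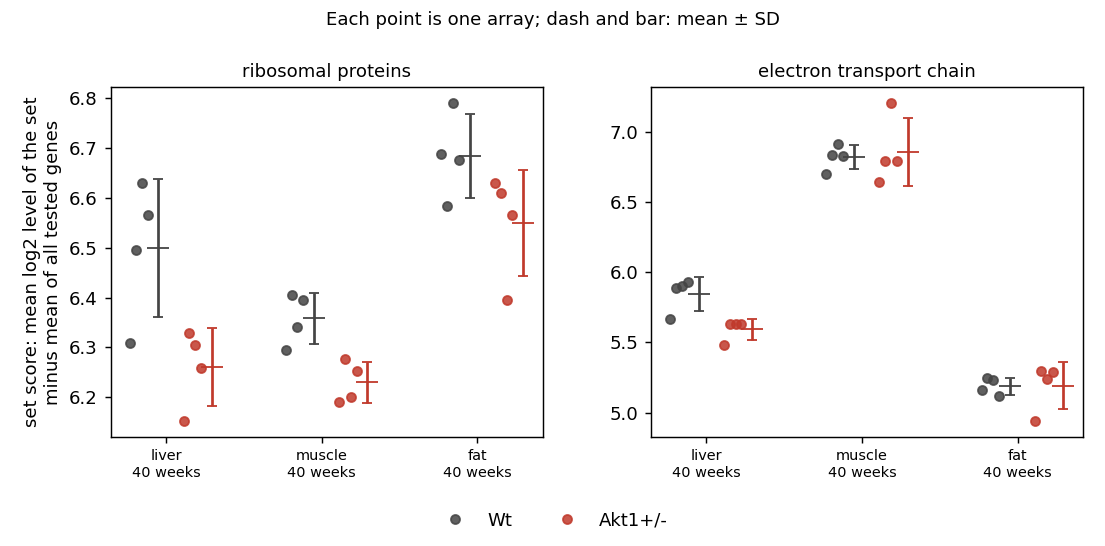
Set scores in log2 units (mean of the set's members minus the mean of all tested genes) of ribosomal proteins and of the electron transport chain on each array of liver, muscle and fat at 40 weeks. Points are arrays and dashes and bars are the group's mean ± SD (n = 4), with the *Akt1*+/- mean below the wild-type mean for ribosomal proteins in the 3 tissues and for the electron transport chain in liver.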

# Supplementary material for: Haploinsufficiency of Akt1 Prolongs the Lifespan of Mice
**Source:** PLoS One. 2013 Jul 30;8(7):e69178. doi: 10.1371/journal.pone.0069178
**Supplement:** Figure S4 — Expression of phopho-FoxO. Western blot analysis of phosphorylated FoxO3a expression in various tissues of wild-type (Wt) and Akt1 +/– female mice at 100 weeks old.

**Supplementary Figure 4**

**
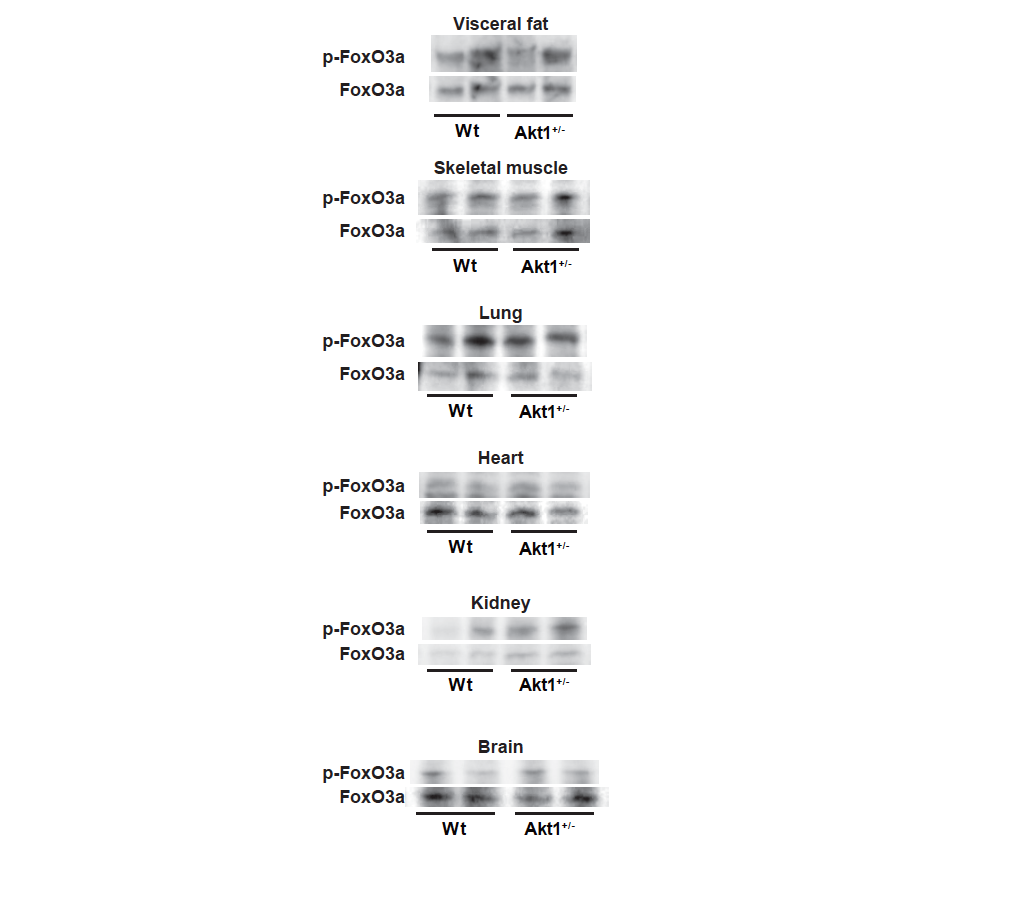
**

**Expression of phopho-FoxO**

Western blot analysis of phosphorylated FoxO3a expression in various tissues of wild-type (Wt) and *Akt1*^+/–^ female mice at 100 weeks old.

# Supplementary material for: Haploinsufficiency of Akt1 Prolongs the Lifespan of Mice
**Source:** PLoS One. 2013 Jul 30;8(7):e69178. doi: 10.1371/journal.pone.0069178
**Supplement:** Figure S5 — Expression of transcription factors involved in mitochondrial biogenesis. The expression of Pgc-1α (also known as Ppargac1a) and its regulating molecules related to mitochondrial biogenesis, such as nuclear respiratory factor (Nrf)-1 and mitochondrial transcription factor A (Tfam) was examined by real-time PCR in livers of wild-type (Wt) and Akt1 +/– female mice at 40 weeks old. Data are shown as the mean ± s.e.m (n = 5–8). *P<0.05.

**Supplementary Figure 5**

**
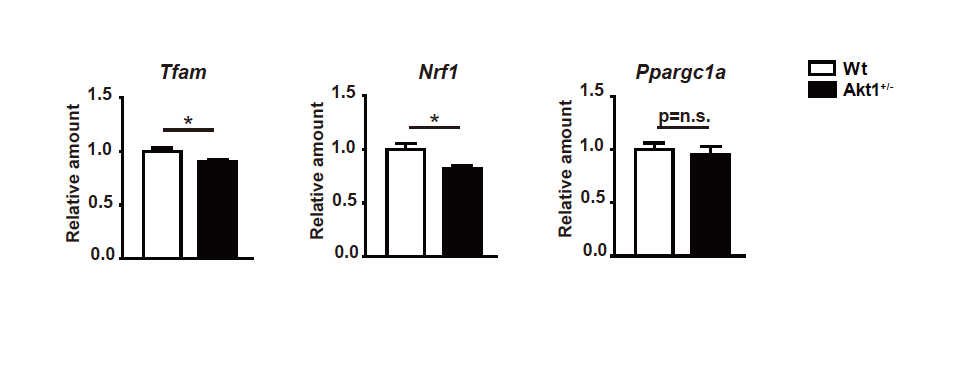
**

**Expression of transcription factors involved in mitochondrial biogenesis**

The expression of Pgc-1α (also known as *Ppargac1a*) and its regulating molecules related to mitochondrial biogenesis, such as *nuclear respiratory factor* (*Nrf*)*-1* and *mitochondrial transcription factor A* (*Tfam*) was examined by real-time PCR in livers of wild-type (Wt) and *Akt1*^+/–^ female mice at 40 weeks old. Data are shown as the mean ± s.e.m (n=5–8). *P<0.05.

# Supplementary material for: Haploinsufficiency of Akt1 Prolongs the Lifespan of Mice
**Source:** PLoS One. 2013 Jul 30;8(7):e69178. doi: 10.1371/journal.pone.0069178
**Supplement:** Figure S6 — Expression of antioxidant genes. The expression of catalase (Cat) and superoxide dismutase 2 (Sod2) was examined by real-time PCR in livers of wild-type (Wt) and Akt1 +/– female mice at 100 weeks old. Data are shown as the mean ± s.e.m (n = 4). *P<0.05.

**Supplementary Figure 6**

**
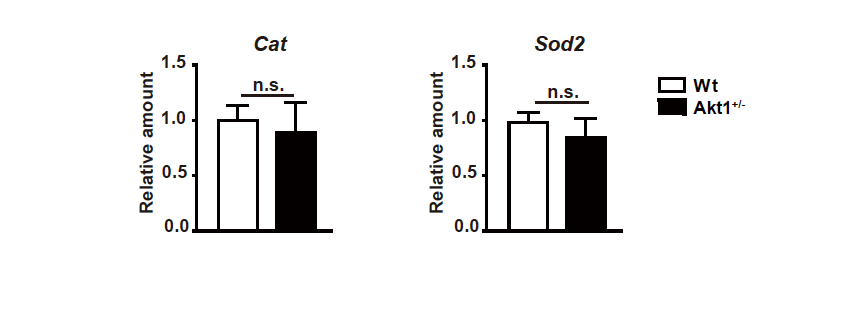
**

**Expression of antioxidant genes**

The expression of catalase (*Cat*) and superoxide dismutase 2 (*Sod2*) was examined by real-time PCR in livers of wild-type (Wt) and *Akt1*^+/–^ female mice at 40 weeks old. Data are shown as the mean ± s.e.m (n=4). *P<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

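The microarray experiment of the paper was analysed, with 42 one-colour arrays of liver, skeletal muscle and visceral fat from wild-type and *Akt1*+/- female mice. Each tissue had 14 arrays in 4 groups, with 3 arrays per genotype at 8 weeks and 4 per genotype at the older age, which the methods give as 40 weeks and the sample labels as 35 weeks. The other experiments of the paper were not analysed here.

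The authors' scanner output, made with Agilent Feature Extraction, holds the intensity of each spot. The processed intensity is background-subtracted and was not normalized between arrays, and the mean and background intensities are unprocessed. The authors' deposited table of the whole series holds log2 values. Its columns had a correlation of 1.0 with the log2 of the processed intensity of their arrays, and their 75th percentile was about 0, so that the table is close to that log2 scaled to the 75th percentile of each array, with an SD of the difference from 0.0014 to 0.0087 within arrays. Column medians ranged from −3.69 to −3.27. By group they lay between −3.69 and −3.66 in wild-type and −3.61 and −3.56 in *Akt1*+/- livers at 8 weeks, and between −3.56 and −3.47 and −3.40 and −3.28 at 40 weeks. All 42 columns were matched to a sample.

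Of the 41174 probes that are not controls, 24367 were named through the RefSeq accession that the array gives and a table of RefSeq accessions and symbols of the GRCm38.p6 assembly, used for names only, and 2425 through an older symbol. The others kept the name on the array. Probe coordinates are those of the array, on mm8. A probe was kept in a tissue when it was well above background on at least 3 arrays of at least 1 of the 4 groups, and probes with an outlier spot were left out (33 in liver, 56 in muscle and 19 in fat). The brightest probe stood for each gene, which decided between several probes for 7689 genes in liver, 7688 in muscle and 7944 in fat. The share of probes well above background had a median of 57.6 and 60.1% in wild-type and *Akt1*+/- livers at 8 weeks and of 62.5 and 65.2% at 40 weeks. In muscle it was 62.9 and 63.3% at 8 weeks and 62.0 and 61.1% at 40 weeks, and in fat 67.5 and 66.4% and 65.9 and 68.3%. Genes too dim to pass were not tested, and the number of arrays limits the precision.

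The log2 intensity minus the array's 75th percentile was fitted with limma 3.58.1 in R 4.3.3 for each tissue, with 1 mean per group. Contrasts were the genotype difference averaged over both ages, the age difference averaged over both genotypes, their interaction and the genotype difference at each age, with Benjamini-Hochberg adjusted p values below 0.05 and, for the methods' threshold, unadjusted p values below 0.01. Set scores were the mean log2 level of a set's members minus the mean of all tested genes, compared by two-sided exact permutation tests within age. Limma's camera and fry, PAGE Z scores and one-sided Fisher's exact tests were computed on the same sets. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.

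The calls were tested on simulated data with the means and spreads of these arrays, in which 200 genes were changed by 1 log2 unit. Of these, 84.5% were called in liver, 88.5% in muscle and 79% in fat, with 5, 17 and 16 false calls, and 0 genes were called when none was changed. The simulated noise was independent between genes and between arrays, with no effect of the slide or of the replicate number. The simulated change was also larger than that of *Akt1* in any tissue. The shares therefore test the procedure, and do not give its power or its errors in the real design.

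Genes named in the text were every gene the paper names that the array measures, for each tissue the 5 genes with the largest increase and the 5 with the largest decrease among those past the adjusted threshold with the same direction at both ages, and for each set, at 40 weeks, the 3 members with the lowest and the 3 with the highest log2 fold change. Muscle had no gene past the threshold for genotype over both ages. Genes chosen after their values were seen are named as such.

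The replicate numbers were checked as pairs. At 40 weeks, arrays of the same replicate number in the 2 genotypes deviated together from their group means, with correlations across genes from 0.105 to 0.526 in 12 pairs. At 8 weeks the same-numbered correlations ranged from −0.195 to 0.073 in 9 pairs. The replicate number of all 24 arrays at 40 weeks is also their position on the slide. The labels give no pairing of mice, so the main comparisons are unpaired and the replicate number was used as a block in an alternative.

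The alternatives set before the data were examined were normexp background correction (offset 50) with quantile normalization, scaling to the median, the authors' log2 values, no filter on dim probes, probes well above background on all 14 arrays, the mean of all probes of a gene, the methods' two-way test, a model without interaction, the replicate number as a block, the slide as a random block, 1 fit over all 42 arrays, another definition of the mitochondrion set, PAGE over uncollapsed probes, and each array left out in turn. For the odds ratios, the filter, the methods' test and the set definition were set then, and for the PAGE Z scores the probes that enter; their other alternatives were added after the data were seen. The slide could not be a fixed term, since it follows genotype at 40 weeks. Further tests were the levels of *Akt1* for the labels, 10000 lists matched on brightness over 50 bins for each set, 100 splits of the arrays, the real one included, a window of 20 Mb around *Akt1*, and 13 lists of marker genes of other or the same cell types. The replicate pairs, the neutrophil list, the comparisons at 8 weeks, the muscle genes at 40 weeks, a paired test with 3 residual degrees of freedom, the splits that part all pairs, the lists matched on brightness for the liver sets at each age and a comparison with erythroid genes were added after results were seen.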

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

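The tests on neutrophil genes, on blood, on the shared slides, on the splits of fat arrays at 8 weeks, on splits that part all pairs and on differences involving 8 weeks were chosen after the results were seen.

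For 84 measures taken on the 6 groups of 4 arrays, 10 had 1 array far from the others, with a gap to the nearest array whose share of the group's range was above Dixon's 95% critical value. Measures on the same arrays are not independent, so no number expected by chance is given. For the electron transport chain score in liver, this share was 0.834 in wild-type mice (replicate 1 at 5.66, others 5.88 to 5.93) and 0.982 in *Akt1*+/- mice (replicate 1 at 5.48, others 5.63 to 5.63), and in fat of *Akt1*+/- mice it was 0.8292 (replicate 1 at 4.94, others 5.24 to 5.30). In muscle it was 0.841 for *Nrf1* in wild-type mice (replicate 4), and in *Akt1*+/- mice 0.859 for *Nrf1* (replicate 3), 0.882 for *Cat* (replicate 2) and 0.870 for *Sod2* (replicate 3). In fat of *Akt1*+/- mice it was 0.896 for the brighter *Akt1* probe (replicate 1), 0.891 for *Nrf1* (replicate 3) and 0.832 for *Sod2* (replicate 1). Replicate 1 lay lowest in both liver groups and lay in the first position of its slide in both, so the position stays open. No biological explanation was tested for single arrays.

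The effect of genotype on ribosomal proteins differed between fat and liver at 8 weeks, and between the ages in fat. The latter lost the threshold with normexp and quantile normalization, with a change of −0.27 (exact permutation p = 0.111). At 8 weeks, the difference between *Akt1*+/- and wild-type mice was 0.44 higher in fat than in liver (exact permutation p = 0.005, the smallest that the design allows, adjusted over 18 comparisons 0.045) and 0.28 higher in muscle than in liver (exact p = 0.02, adjusted 0.09). From 8 to 40 weeks it changed by −0.16 in muscle (exact p = 0.01, adjusted 0.06) and by −0.33 in fat (exact p = 0.00429, adjusted 0.045), against 0.0062 in liver (exact p = 0.979). At 40 weeks, it was 0.10 higher in fat than in liver (exact p = 0.481), 0.11 higher in muscle than in liver (exact p = 0.411) and −0.006 in fat relative to muscle (exact p = 0.955). At 8 weeks in fat, the 3 *Akt1*+/- arrays shared a slide with 1 wild-type array, and on that slide the ribosomal protein score differed by 0.307 and the electron transport chain score by −0.384. With a single wild-type array there, slide and genotype cannot be told apart, and the scan day follows the age. A biological difference between tissues or ages stays open and untested.

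The interaction of genotype and age had 101 genes in liver and 275 in fat. In the liver, 1 of 100 splits of the arrays gave as many, the real one, but among 100 splits that part all 4 pairs of the 40-week arrays 5 did. Besides the real one, these were 4 that kept the genotypes of the 40-week arrays whole, and 1 of them exchanged the 8-week genotypes, which turns the interaction into the genotype difference (1082 genes). They carry the genotype difference at 40 weeks, so this count cannot tell. In fat, 1 of 100 splits of either kind gave as many. Since age follows the scan day, the interaction also sets slides scanned on different days against each other, and no test separates these.

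In fat at 8 weeks, a comparison that the paper does not report, 331 genes had an adjusted p value below 0.05 (179 lower and 152 higher in *Akt1*+/- mice, limma). Of the 10 splits of 3 arrays against 3, 1 gave as many, the real one, which is the smallest share that this design allows. Without 1 array the count ranged from 2 to 1001, and 2 of the 3 wild-type arrays were on another slide and scan day than the *Akt1*+/- arrays.

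Genes outside those that the paper discusses were higher in *Akt1*+/- mice in all 3 tissues. At an unadjusted p value below 0.01 with the same direction in each tissue, 15 of 15482 genes were found, 11 higher and 4 lower, where 1.64 would be from the shares of lower and higher genes in each tissue if the tissues were independent. The 11 were *Alox5ap*, *H2-Q8*, *C3ar1*, *2900064B16Rik*, *C130050O18Rik*, *Pirb*, *Msl3l2*, *Serpinb8*, *Csf3r*, *Clec4d* and *S100a9*, named after their values were seen. Several are expressed by neutrophils, and a list of 15 other neutrophil genes was then written. Over both ages its score was 0.77 higher in liver (exact permutation p = 0.0286), 1.39 higher in muscle (exact p = 0.00286) and 0.88 higher in fat (exact p = 0.0329), with a largest adjusted p value of 0.0134 by limma's fry, so more neutrophils in the tissues of *Akt1*+/- mice are a candidate explanation. The list had 9, 5 and 7 genes tested, and its score at 40 weeks differed by 0.17, 0.95 and 0.12. Its 2 most abundant members changed little or in part: *Fpr1* by 0.13 and *Lcn2* by 0.07 in liver, *Lcn2* by −0.41 and *Mmp9* by 0.32 in muscle, and *Mmp9* by 0.67 and *Retnlg* by 0.42 in fat. The less abundant *S100a8* changed by 1.26, 3.46 and 0.74 in liver, muscle and fat. In muscle the list's difference was −0.05 with probes well above background on all arrays. Blood left in the tissue may also bring neutrophils: the neutrophil score minus the erythroid score differed by 0.81 in liver (exact p = 0.139), 1.45 in muscle (exact p = 0.0114) and 0.95 in fat (exact p = 0.11). The erythroid score itself differed by −0.04, −0.06 and −0.07 (exact p = 0.909, 0.819 and 0.8). In muscle the erythroid difference was −0.49 at 8 weeks and 0.38 at 40 weeks. These values leave blood open in liver and fat. In muscle they argue against a larger amount of blood over both ages, as far as the dim genes of the list are measured. They cannot exclude blood with a higher share of neutrophils in any tissue. On the slides that the genotypes share at 8 weeks, the neutrophil score differed by 0.887 in muscle and 1.52 in fat, with a single array of 1 genotype on each, so that slide and genotype cannot be told apart.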

How the results depend on the processing

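The alternatives for the odds ratios under both blocks, for the Z scores under normexp and under probes above background on all arrays, all those for the neutrophil list, the muscle genes at 40 weeks and results involving 8 weeks, and the paired test with 3 residual degrees of freedom were chosen after the data were seen.

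Of 883 alternative values other than those without 1 array, 766 kept their direction and side of the threshold (counts within 1.5 times), 51 lost the threshold, 10 gained it, 37 counts moved by over 1.5 times and 19 reversed. The authors' log2 values changed none of the 131 results, but they are nearly the values used here, so this is no separate test. Median scaling cannot move set differences or Z scores, since these are taken relative to all genes. Both kinds of unchanged value count among the 766. The cause of each change below was not tested.

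With normexp background correction and quantile normalization, the liver interaction had 42 genes, the liver electron transport chain difference at 40 weeks was −0.0794 (exact permutation p = 0.114). The liver ribosome, mitochondrion and proton ATPase differences were −0.0321, −0.0216 and −0.0047 (exact p = 0.111, 0.16 and 0.827). *Tfam* (0.10), *Nrf1* (−0.029) and *Foxo3* (−0.0504) reversed in liver, *Rpl31* (−2e-04) in liver at 40 weeks and *Cox6a2* (0.03) in muscle. The liver neutrophil difference was 0.28 (exact p = 0.0629), and muscle ribosomal proteins were −0.0653 (exact p = 0.0571). The muscle electron transport chain Z score was 5.04, the fat ribosomal protein Z score −1.78 and the genes changed in fat at 8 weeks 985. The fat change between ages was −0.27 (exact p = 0.111), and the muscle minus liver ribosomal protein difference at 40 weeks −0.0075.

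The 16 muscle genes at 40 weeks became 5 with normexp and quantile normalization, 0 without the filter on dim probes, 10 with probes well above background on all arrays, 0 by the methods' two-way test and 55 with the slide as a random block. Without 1 array they were 0 to 81, with 0 without wild-type replicate 2, 3 or 4 or *Akt1*+/- replicate 1 at 40 weeks and 81 without wild-type replicate 1.

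With median scaling, 2933 liver genes changed and 3181 had an unadjusted p value below 0.01, and in liver *Nrf1* (−0.12), *Rpl31* (−0.0535), *Cox7c* (−0.0319), *Ndufv2* (−0.15) and *Ndufa1* (−0.15) reversed. With all probes of a gene averaged, *Nrf1* in liver (−0.0051) and fat (0.0039) and *Ndufa1* (−0.0635) reversed, and muscle ribosomal proteins were −0.11 (exact p = 0.0571).

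Without the filter on dim probes, 360 liver genes changed, with 55 for the interaction, 8 for it in muscle, and 43, 127 and 7 in fat for genotype, interaction and 8 weeks. The liver electron transport chain was −0.22 (exact p = 0.0571) and the liver neutrophil difference 0.43 (exact p = 0.101). The muscle electron transport chain was −0.0641 with a Z score of −1.66. Fat minus liver electron transport chain was 0.27 (exact p = 0.0384) and muscle minus liver ribosomal proteins −0.0047. With probes well above background on all arrays, the liver electron transport chain was −0.19 (exact p = 0.0857) and proton ATPase −0.0806 (exact p = 0.0671). With the same probes, the neutrophil difference was 0.62 in liver (exact p = 0.08) and −0.0538 in muscle (exact p = 0.837). The muscle electron transport chain Z score was 2.11. That Z score was 2.26 over uncollapsed probes and −1.32 over all probes unfiltered. Signal over background thus limits what is known of dim genes.

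The methods' two-way test gave 18 liver interaction genes and 1 muscle gene. Without the interaction term, 530 liver and 10 fat genes changed, with 792 in fat at an unadjusted p value below 0.01. With the replicate number as a block, there were 11 liver interaction genes, 46 muscle genes (1532 unadjusted), 1 fat gene and 54 fat interaction genes, a proton ATPase odds ratio of 2.55, and *Akt1* at −0.58 in muscle (limma adjusted p = 0.0379) and −0.56 in fat (0.0696). With the slide as a random block, there were 240 liver genes with 18 for the interaction, 56 muscle genes, 270 fat genes with 472 for the interaction and 617 at 8 weeks, a proton ATPase odds ratio of 2.59 and *Akt1* at −0.58 in muscle (limma adjusted p = 0.0417). The correlation estimated within slides was 0.079 in liver, −0.0556 in muscle and −0.0358 in fat. A negative value narrows the error of a comparison between slides, so the larger muscle and fat counts under this block do not allow for a slide effect. In 1 fit over 42 arrays, there were 2039 and 381 genes in liver, 281 and 12 in muscle and 567 and 912 in fat for genotype and interaction, and *Akt1* in muscle had an adjusted p value of 0.000439. With the replicate number as a block, the liver electron transport chain and muscle ribosomal protein differences at 40 weeks had an exact p of 0.125, the smallest that sign flips of 4 pairs allow. A paired test with 3 residual degrees of freedom, which assumes normal differences, called both at 0.05, with pair differences from −0.297 to −0.1807 and from −0.1411 to −0.103. It also called liver ribosomal proteins, with pairs from −0.3245 to −0.1572, which the unpaired test did not (exact p = 0.0571). Over both ages the paired exact p of the 3 liver sets was 0.0156. The slide as a fixed term, and as a block of the set differences at 40 weeks, was not run, since it follows genotype at that age.

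Without 1 array in turn, liver counts were 259 to 1247 for genotype, 1450 to 2248 unadjusted, 4978 to 6207 for age and 28 to 133 for the interaction. Muscle counts were 0 to 28, 508 to 1442, 4231 to 5784 and 0 to 63, and fat counts 30 to 468, 717 to 1443, 2459 to 3965 and 83 to 852, with 2 to 1001 at 8 weeks. The genotype count was lowest without wild-type replicate 2 at 8 weeks in liver and fat, and highest without wild-type replicate 1 at 40 weeks in liver and muscle and wild-type replicate 3 at 8 weeks in fat. The liver set difference at 40 weeks was −0.30 to −0.20 for ribosomal proteins (exact p = 0.0286 without wild-type replicate 1). For the electron transport chain it was −0.31 to −0.21 (exact p = 0.0571 without any 1 *Akt1*+/- array, below 0.05 without any 1 wild-type array). Over both ages the liver set differences were −0.21 to −0.16, −0.14 to −0.10 and −0.18 to −0.13 for ribosome, mitochondrion and proton ATPase. Muscle ribosomal proteins were −0.15 to −0.11 (exact p = 0.0571 without any 1 *Akt1*+/- array) and the electron transport chain −0.0794 to 0.11, negative without wild-type replicate 1 or *Akt1*+/- replicate 3. In fat they were −0.17 to −0.0827 and −0.0313 to 0.0883, the latter negative without wild-type replicate 1 or 4 or *Akt1*+/- replicate 2, 3 or 4. Z scores were −6.71 to −4.71 and −6.83 to −5.21 in liver, −4.58 to −3.92 and −2.80 to 3.67 in muscle, and −4.70 to −2.37 and −0.83 to 2.32 in fat. Odds ratios were 4.12 to 8.06, 2.45 to 4.50 and 1.58 to 8.81, the last with p = 0.372, 0.0638, 0.14 and 0.159 (Fisher's exact test) without wild-type replicate 3 at 8 weeks, wild-type replicates 3 and 4 and *Akt1*+/- replicate 1 at 40 weeks.

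*Akt1* was −0.72 to −0.63 in liver, −0.65 to −0.53 in muscle and −0.61 to −0.53 in fat. The neutrophil difference was 0.64 to 0.92 in liver, 1.04 to 1.63 in muscle and 0.60 to 1.03 in fat, with an exact p above 0.05 without 5 liver arrays (exact p up to 0.0614) and 7 fat arrays (up to 0.09). Fat at 8 weeks was 0.14 to 0.24 for ribosomal proteins and −0.41 to −0.16 for the electron transport chain. The change between ages was −0.18 to −0.14 in muscle and −0.37 to −0.28 in fat. Fat minus liver was 0.06 to 0.17 and 0.22 to 0.34 at 40 weeks, the latter below 0.05 without wild-type liver replicate 1 (exact p = 0.0445) or *Akt1*+/- fat replicate 1 (0.00204), and 0.39 to 0.48 for ribosomal proteins at 8 weeks. Muscle minus liver was 0.07 to 0.17 and 0.17 to 0.36, the latter below 0.05 without wild-type liver replicate 1 (exact p = 0.0478) or *Akt1*+/- muscle replicate 1 (0.0286), and 0.24 to 0.30 at 8 weeks.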

Differences from the paper's values

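For the counts and p values of set members, the alternatives on normalization, scaling, values, probes on all arrays, probe averaging, model and blocks, and for the Z scores all but those on the probes that enter, were chosen after the data were seen.

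For ribosomal proteins in fat at 40 weeks, the paper's Z score is about 7.1 in Fig. S3, read by eye, whereas it was −3.89 here. For the electron transport chain in fat, the paper's is about −4.8 in Fig. S3, read by eye, and it was 0.124 here. Both differ under each alternative set before the data were examined (no filter on dim probes, probes not collapsed to genes, and all probes unfiltered and uncollapsed) and under each one added later. At 8 weeks, an age chosen after seeing the values, the Z scores of fat were 4.01 and −5.13, with the paper's signs.

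Of the mitochondrion genes that were lower in *Akt1*+/- livers, the paper has about 150 in Fig. 2J, read by eye, and 56 were found here, with a set of genes that stood in for the paper's. The count differs under each alternative set before the data were examined, with 39 genes without the filter, 63 by the methods' two-way test and 27 for the set by description. Median scaling, chosen for this count after seeing the values, gave 124, which does not differ. The same scaling made the other counts of Fig. 2J differ, with 85 ribosome genes against about 28 and 16 proton ATPase genes against about 8. With the main setting, 40 and 10 did not differ. The ribosome count also differed by the methods' two-way test (52) and with normexp and quantile normalization (15). The proton ATPase count also differed without the filter (4), with the replicate number as a block (4) and with the slide as a random block (3). Under their other alternatives these counts did not differ. The paper's list of genes was not used here, so how many of them this drops is not known.

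As −log10, the paper's enrichment p value for mitochondrion is about 28 in Fig. 2J, read by eye, against 13.65 here (one-sided Fisher's exact test), and that for proton ATPase about 7.7 in Fig. 2J, read by eye, against 5.132. Whether values differ was judged on p itself before rounding, at more than 1.5 times, and both differ under each alternative set before the data were examined and each added later. For ribosome it is about 11 in Fig. 2J, read by eye, against 16.25 here, and it differs under each alternative set before the data were examined. Averaging all probes of a gene, chosen for this value after seeing the values, gave 10.61. This lies close to 11 as −log10 but differs by more than 1.5 times in p. The slide as a random block, also chosen later, gave 11.63, which differs in p but lies close as −log10. As −log10, for ribosome and for proton ATPase the larger value is about 1.5 times the smaller, so that whether they differ depends on the scale.

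Fig. S5 shows *Tfam* and *Nrf1* as lower by PCR, whereas on the liver arrays, which are other measurements, their log2 fold changes at 40 weeks were −0.08 (limma adjusted p = 0.912) and 0.08 (0.819). *Ppargc1a*, which Fig. S5 also covers, had log2 fold changes at 40 weeks of 0.32 on its brighter and 0.37 on its dimmer probe. Over both ages its log2 fold change was 0.28 (limma adjusted p = 0.443). The paper gives n = 3 and 40 weeks, and the sample labels 4 arrays per older group and 35 weeks.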

Other observations

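The tests on splits that part all pairs, on the splits of muscle arrays at 40 weeks, on the brightness of the liver sets at each age, on the slide position and on the exchange of ages in fat were chosen after the results were seen.

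The counts of splits given here include the real split, so that 1 of 100 means that no other reached the count. As large a count of liver genes came from 1 of 100 splits for genotype, at either threshold, and 1 of 100 for age, and as many lower ribosome, mitochondrion and proton ATPase genes from 2, 1 and 1 of 100. Among splits that part all 4 pairs, each of these but age, which was not split in this way, had 1 of 100. By the first kind of split alone, each share is below 5 of 100, the limit set before, so chance can be excluded for them at that limit. The other split for ribosome had 42 genes against 40. In muscle, any split reaches a count of 0, so the 100 of 100 splits of either kind for genotype and interaction decide nothing. The count at an unadjusted p value below 0.01 was reached by 2 of 100, and by 1 of those that part the pairs, and the count for age by 1. At 40 weeks, 1 of 35 splits of the muscle arrays gave as many as 16 genes, the real one, which is the smallest share that this design allows. The count was chosen after the data were seen, so this share does not exclude chance. The count also depends on the filter and on single arrays. In fat, 2 of 100 splits gave as many genes for genotype, of which the split other than the real one had 482 genes against 142. The shares were 4 of 100 at the unadjusted threshold and 1 of 100 for age. Of the splits that part the pairs, 3 and 2 of 100 gave as many for genotype and at the unadjusted threshold. Among these, the split with the genotypes of the 8-week arrays exchanged gave 275 genes, which is the interaction count itself and so not a chance result. Another, which kept the genotypes of the 40-week arrays whole, gave 161.

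Lists of genes as bright as the set's members had a mean as low as the set's in 0.78% for ribosomal proteins and 0.07% for the electron transport chain in liver at 40 weeks, 0 and 100% in muscle, and 0.19 and 93.7% in fat. For ribosome, mitochondrion and proton ATPase in liver over both ages this was 3.35, 10.5 and 25.4%, with 3.13, 0.02 and 26.4% at 40 weeks and 9.79, 73.8 and 32.6% at 8 weeks. At a two-sided threshold of 0.05, a shift shared by genes of the same brightness may thus account for the ribosome and proton ATPase differences and for that of mitochondrion at 8 weeks, but not for that of mitochondrion at 40 weeks. The lists for 1 set could hold members of the other sets. In liver over both ages, 35 of 84 cytosolic ribosomal proteins and 38 of 82 electron transport chain genes were themselves among the lower genes. Where such a shift may account for a difference, the lists cannot tell it from a change that the sets share. Arrays of 1 group on a pair of slides at 8 weeks differed in the scores of ribosomal proteins and the electron transport chain by 0.0138 and 0.021 in liver, 0.0426 and 0.0503 in muscle and 0.163 and 0.196 in fat. These rest on single arrays, and slide and genotype cannot be told apart in any of the tissues at 40 weeks, nor in liver at 8 weeks.

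The smallest gap between the genotypes over both *Akt1* probes and ages was 0.181 in liver, 0.0264 in muscle and 0.13 in fat, with each *Akt1*+/- array below each wild-type array of its group, which argues against a mislabelled genotype. Whether the ages of the fat arrays were exchanged stays open. The age differences of liver and fat had a correlation across genes of 0.335, but the 2 tissues share scan days within each age, which could give this too. For muscle and fat this correlation was 0.291. Muscle and fat share no scan day at 8 weeks but do so at 40 weeks, so this value does not decide either. At 40 weeks arrays of the same replicate number deviated together, whereas at 8 weeks, where they lie in different positions, the highest correlation was 0.073; an effect of the position on the slide may explain this.

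Of the 4 genes that were lower in all 3 tissues, *Akt1* and AK045549 lie on chromosome 12, AK045549 at −10.84 Mb from *Akt1*, and *Msi2* and *Akr7a5* elsewhere. Within 20 Mb of *Akt1*, 1 of 174 genes was among those changed in all 3 tissues, against 13 elsewhere (p = 0.147, one-sided Fisher's exact test), which leaves open a strain difference around *Akt1*.

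Marker lists of other cell types at 40 weeks had a smallest adjusted p value by limma's fry of 0.085 in liver, 0.17 in muscle and 0.105 in fat, so cells of another type cannot be told apart from a change within cells. The differences between *Akt1*+/- and wild-type mice in liver, muscle and fat were 0.11, 0.38 and 0.08 for erythroid, −0.06, −0.0047 and 0.08 for lymphocyte, −0.24, 0.17 and 0.08 for macrophage, 0.41, 0.13 and −0.21 for adipocyte, 0.10, 0.03 and 1.71 for brown fat, and 0.28, −0.14 and −1.37 for skeletal muscle genes. They were 0.34, −0.14 and −0.31 for slow muscle, −0.17, −0.80 and 0.52 for hepatocyte, −0.09, 0.26 and 0.38 for pancreas, 0.10, −0.35 and 0.10 for epithelium, −0.01, 0.12 and 0.05 for ovary, and −0.95, −0.23 and −0.29 for gut genes. For mesothelium they were −0.42 in liver and 5e-04 in fat, with 1 gene tested in muscle. At 8 weeks, chosen after the values were seen, fat had a macrophage difference of 0.42 (fry adjusted p = 0.0286), epithelium of 0.72 (0.0286) and mesothelium of 0.64 (0.0442), so cells of another type stay open for the fat results at 8 weeks. *Cox7a1* and *Cox8b* are in both the brown fat list and the electron transport chain set.

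Of the genes that the paper names, the log2 fold changes over both ages in liver, muscle and fat were 0.28, −0.07 and −0.74 for *Ppargc1a*, −0.31, 0.22 and −0.15 for *Cat*, 0.40, 0.14 and −0.19 for *Mtor*, −0.0082, −0.22 and −0.12 for *Rps6kb1*, 0.19, −0.34 and −0.76 for *Foxo3* and 0.18, 0.21 and 0.58 for *Tfrc*. *Tfam* and *Nrf1* were −0.06 and 0.001 in liver, −0.24 and −0.17 in muscle and −0.09 and −0.01 in fat. In liver, the *Foxo3* probe used was well above background on 9 of 14 arrays. It changed by −0.32 at 8 weeks and 0.69 at 40 weeks, and the other probe by −0.23 and −0.84. The same values were −0.63 and −0.05 against −0.41 and 0.27 in muscle, and −1.08 and −0.44 against −0.11 and 0.67 in fat. The *Foxo3* probes thus disagreed in direction at 40 weeks in each tissue. *Sod2* was −0.34 in liver (limma adjusted p = 0.0277; −0.36 at 40 weeks, adjusted p = 0.0674; over both ages 0.0652 with normexp and quantile normalization, and above 0.05 without the filter), −0.05 in muscle and −0.20 in fat. The paper reports from PCR in liver, another measurement, that *Cat* and *Sod2* did not differ between the genotypes (Fig. S6, whose legends give differing ages). The *Sod2* value over both ages differs from this with the main setting, and that at 40 weeks does not pass the threshold. *Mtor* in liver had a limma adjusted p value of 0.041, with 0.0827 with median scaling, 0.124 with all probes averaged and above 0.05 without the filter, and its dimmer probe changed by −0.39 at 40 weeks.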
